# Canine peripheral blood TCRαβ T cell atlas: Identification of diverse subsets including CD8A^+^ MAIT-like cells by combined single-cell transcriptome and V(D)J repertoire analysis

**DOI:** 10.3389/fimmu.2023.1123366

**Published:** 2023-02-23

**Authors:** Maria Eschke, Peter F. Moore, Haiyang Chang, Gottfried Alber, Stefan M. Keller

**Keywords:** dog, canine T cells, TCRαβ, single-cell RNA-sequencing, immune repertoire, peripheral blood, MAIT-like cells, innate-like T cells

## Abstract

The dog is valued as a companion animal and increasingly recognized as a model for human disorders. Given the importance of T cells in health and disease, comprehensive knowledge of canine T cells can contribute to our understanding of pathogenesis mechanisms and inform the development of new treatment strategies. However, the diversity of canine T cells is still poorly understood mainly due to the lack of species-reactive antibodies for use in flow cytometry. The aim of this study was to generate a detailed atlas of peripheral blood TCRαβ^+^ T cells of healthy dogs using single-cell RNA-sequencing (scRNAseq) combined with immune repertoire sequencing. A total of 22 TCRαβ^+^ T cell clusters were identified, which were classified into three major groups: CD4-dominant (11 clusters), CD8A-dominant (8 clusters), and CD4/CD8A-mixed (3 clusters). Based on differential gene expression, distinct differentiation states (naïve, effector, memory, exhausted) and lineages (e.g. CD4 T helper and regulatory T cells) could be distinguished. Importantly, several T cell populations were identified, which have not been described in dogs before. Of particular note, our data provide first evidence for the existence of canine mucosa-associated invariant T cell (MAIT)-like cells, representing one of three newly identified FCER1G^+^ innate-like CD8A^+^ T cell populations in the peripheral blood of healthy dogs. In conclusion, using scRNAseq combined with immune repertoire sequencing we were able to resolve canine TCRαβ^+^ T cell populations at unprecedented resolution. The peripheral blood TCRαβ^+^ T cell atlas of healthy dogs generated here represents an important reference data set for future studies and is of relevance for identifying new targets for T cell-specific therapies.

## 1 Introduction

An in-depth understanding of the physiological and pathophysiological processes in different species is of increasing importance in the fields of vaccinology and immunotherapy. Considering interspecies differences of immune cells, it is essential to unveil species-specific characteristics. Several features of dogs (*Canis lupus familiaris*) make this species an attractive candidate for immunotherapy research. As companion animals, dogs are largely exposed to the same environmental conditions as humans and develop common human health disorders, including autoimmune diseases (1), allergies (2), and cancer (3). T lymphocytes expressing the T cell receptor (TCR) αβ are well-known to play a central role in adaptive immunity across species and are therefore promising targets for immunotherapies. However, the diversity of canine TCRαβ^+^ T cells is still incompletely understood, primarily due to the paucity of dog-reactive immunophenotyping reagents for use in flow cytometry as well as insufficient *a priori* knowledge of marker genes. Single-cell RNA-sequencing (scRNA-seq) enables unbiased, high throughput and high-resolution transcriptomic analysis of heterogeneous cell populations with a multitude of applications across biomedical sciences (4). In non-traditional model organisms, scRNA-seq has been shown to present a powerful tool to characterize the cellular diversity of immune cells (5–7).

In the canine species, scRNA-seq has been used previously to identify cellular populations of the bronchoalveolar lavage fluid of healthy dogs (6) and to evaluate the expression patterns of SARS-CoV-2 entry factors in lung cells (8). However, both studies neither resolved CD4^+^ and CD8^+^ T cell subpopulations nor analysed the immune repertoire.

Here, we used the potential of scRNA-seq in combination with immune repertoire sequencing to generate a highly detailed atlas of peripheral blood TCRαβ^+^ T cells of healthy dogs. A total of 22 TCRαβ^+^ T cell clusters were identified and divided into three major groups: (i) a CD4-dominant group containing 11 clusters, (ii) a CD8A-dominant group containing eight clusters, and (iii) a CD4/CD8A-mixed group containing three clusters. Besides well-known CD4 and CD8A T cell differentiation states (naïve, effector, memory) and lineages (e.g. T helper and regulatory CD4 T cells), our comprehensive analysis revealed several novel T cell subtypes not previously identified in dogs, including a MAIT-like population characterized by a highly restricted TCR repertoire. The combined transcriptome and V(D)J immune-repertoire analysis provided important reference data highlighting the cellular heterogeneity of peripheral blood TCRαβ^+^ T cells of healthy dogs. It can be referenced in future experiments to elucidate tissue-specific properties of the individual T cell populations under both physiological and pathophysiological conditions.

## 2 Materials and methods

### 2.1 Dogs, blood sample collection

From 4 healthy experimental Beagle dogs (**Table 1**, one female, three male, age: 5 – 9 years) of the Faculty of Veterinary Medicine (Leipzig University, Leipzig, Germany), venous blood was taken by venipuncture of the *vena cephalica antebrachii* into heparinized vacutainer tubes (BD Vacutainer^®^, 10 ml, Li-Heparin 17 IU/ml Becton Dickinson, Heidelberg, Germany). All dogs received routine vaccinations against canine distemper, rabies, canine infectious hepatitis, parvovirus infection, parainfluenza, and leptospirosis. The study was authorized by the Saxony State Office (*Landesdirektion Sachsen*) in Leipzig, Germany (approval number: DD24.1-5131/444/30).

**Table 1:** Subject characteristics as well as sequencing and mapping quality control metrics for each dog.

Study subject	Sex	Age (years)	Estimated number of cells	Reads mapped confidently to:		Median genes per cell	Median UMI counts per cell	Total genes detected
				Genome	Transcriptome			
DOG 1	F	5	7,428	72.3%	41.0%	1,394	3,534	13,649
DOG 2	M	7	8,873	73.2%	42.3%	1,534	3,844	13,849
DOG 3	M	7	8,402	72.5%	41.2%	1,498	3,716	13,720
DOG 4	M	9	8,422	73.3%	42.1%	1,561	3,809	13,667

### 2.2 Isolation of canine peripheral blood mononuclear cells

PBMC were isolated by density gradient centrifugation. Briefly, blood was diluted at a ratio of 1:1 with phosphate buffered saline (PBS), layered above Biocoll Separating Solution (density 1077 g/l, Biochrom AG, Berlin, Germany) and centrifuged at 500 x g for 30 min at room temperature (RT) without brake. PBMC at the interphase were harvested into PBS and centrifuged at 500 x g for 10 min at RT. After another washing step with PBS, erythrocytes were lysed by incubation in 150 mM NH_4_Cl, 8 mM KHCO_3_, 2 mM EDTA (pH 7) for 5 min at RT. The reaction was stopped by addition of PBS containing 3% fetal bovine serum (FBS, Thermo Fisher Scientific, Carlsbad, USA; and PAN-Biotech, Aidenbach, Germany). After washing with PBS, PBMC were counted in Trypan blue (Sigma-Aldrich, Taufkirchen, Germany) using a hemocytometer (Laboroptik, Lancing, UK).

### 2.3 Fluorescence-activated cell sorting of TCRαβ^+^ T cells

PBMC were first stained with the fixable viability dye eFluor 780 (Thermo Fisher Scientific, Carlsbad, USA) according to the manufacturer’s protocol to discriminate dead from viable cells. In a second step, they were incubated with a mixture of heat-inactivated normal serum derived from dog and rat (each 15% in PBS) to block unspecific binding of Fc receptors. Then, cells were incubated with anti-canine TCRαβ (clone CA15.8G7) hybridoma supernatant, for 15 min in the dark on ice. A PerCP/Cy5.5-conjugated goat-anti-mouse IgG secondary antibody (Biolegend, San Diego, USA) was used for detection. Sorting was performed using the BD FACSAria™ III flow cytometer (Becton Dickinson, Heidelberg, Germany). The sorting strategy is shown in **Figure 1B**. After exclusion of dead cells and doublets, TCRαβ^+^ T cells from the lymphocyte gate were sorted with a purity >99% (Re-analysis using the FlowJo™10 software (Treestar Inc., Ashland, OR, USA). Isolated TCRαβ^+^ T cells were cryopreserved in 90% FBS, 10% dimethyl sulfoxide (Sigma-Aldrich) and shipped on dry ice to the Institute of Pathology, Microbiology & Immunology of the UC Davis.

**Figure 1:**
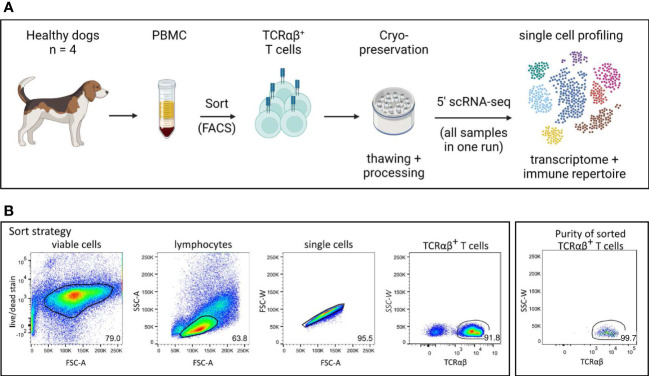
Experimental setup for single cell analysis of canine TCRαβ^+^ T cells. **(A)** Peripheral blood mononuclear cells (PBMC) of four healthy Beagle dogs were used. Cryopreserved TCRαβ^+^ T cells isolated by fluorescence-activated cell sorting (FACS) were applied to 5’ single-cell RNA sequencing (5’ scRNA-seq) for integrated transcriptome and TCR repertoire analysis. (created with BioRender) **(B)** The gating strategy for isolation of TCRαβ^+^ T cells by FACS as well as the purity of the sorted population are shown (representative data of one dog). Numbers in plots imply percentages.

### 2.4 Single-cell 5’ RNA and V(D)J sequencing

All 4 samples were thawed at once so that scRNA-Seq could be performed in a single run to avoid batch-specific effects. After confirmation of cellularity (1.1-1.4 x 10^6^ cells/ml) and viability (78-90%) of TCRαβ^+^ T cells, transcriptome and V(D)J libraries were prepared at the UC Davis Genome Center. Briefly, ~10,000 TCRαβ^+^ T cells per lane were loaded on a Chromium Single Cell Controller (10× Genomics, Pleasanton, CA, USA). Within individual gel beads in emulsion (GEMs), captured cells were lysed and the released RNAs were barcoded through reverse transcription. Starting mRNA molecules were indexed using Unique Molecular Identifier (UMI). Following emulsion breakage, barcoded cDNA was amplified and libraries were constructed using the Chromium Next GEM Single Cell 5’ Kit v2 (10x Genomics). The canine T cell receptor alpha (TRA) and T cell receptor beta (TRB) genes were amplified using the Chromium Single Cell V(D)J Enrichment Kit according to the manufacturer’s instructions but with primers adapted for the canine genes (see **Supplementary Table 1** for primer sequences and additional information). Libraries were sequenced using the Illumina NovaSeq S4 platform using 150 paired-end reads to a target read depth of 30,000 reads per cell. Single-cell data were pre-processed using the Cell Ranger software 5.0.1 (10x Genomics). The standard workflow was used for alignment of reads to the reference genome (CanFam 3.1 annotation genebuild updated 2019-06, GenBank assembly accession: GCA_000002285). Reads were organized by cell barcodes and UMI counting resulting in a digital expression (gene-cell barcode) matrix. scRNA-seq data are available in the NCBI GEO repository, accession number GSE218355.

### 2.5 Transcriptome data analysis

The digital gene expression matrix resulting from data preprocessing was analyzed using the R package Seurat v4.1.1 (9, 10). Analysis R code is available upon request. Briefly, genes expressed in fewer than three cells per subject were excluded. Data from all four dogs were merged, and cells with less than 500 or more than 20,000 UMIs (transcripts) as well as low quality/dying cells with greater than 10% UMIs assigned to mitochondrial genes were excluded. Following filtering, the global-scaling normalization method “LogNormalize” was applied, and variable genes were set to all genes after filtering.

Principal component analysis (PCA) was used for dimensionality reduction and unsupervised graph-based clustering (resolution factor 1.61) was performed on the first 50 principal components. Different resolution factors were tested and cluster stability was evaluated using the clustree package (11). Additional subdivisions of clusters at higher resolutions were not associated with further detection of informative differentially expressed genes. The data were visualized by non-linear dimensional reduction using uniform manifold approximation and projection (UMAP) plots. The FindAllMarkers function was used to identify differentially expressed genes (DEGs) across clusters (**Supplementary Table 2**). Some DEGs not annotated in the reference genome were further blasted on the Ensembl genome browser v108) (12) for dog species to increase the annotation rate. Cell clusters were manually annotated based on expression of T cell signature genes, primarily known from human and mouse studies. ViolinPlots, DotPlots, and FeaturePlots were used for visualizing differences in gene expression between clusters.

### 2.6 V(D)J data analysis

All basic analyses were done using the R software (version 4.1.2) and the following packages: circlize (chord diagrams), ggseqlogo (sequence logos), igraph (centrality), RColorBrewer (colors), stringdist (Hamming distance), tidy code (tidyverse). To identify clusters in the TRA and TRB datasets, junctional amino acid sequences were first stratified by V and J gene subgroups followed by hierarchical clustering using the single and complete linkage methods and a cut-off of one Hamming Distance (HD). This resulted in clusters comprising one or multiple clonotypes. All clusters were numbered, regardless of how many clonotypes they contained. Pairwise amino acid comparison and hierarchical clustering were done using the Python software (version 3.10.2).

### 2.7 Statistical analysis

Differential gene expression was measured using non-parametric Wilcoxon rank sum tests adjusted for multiple testing with Bonferroni correction. Only significant DEGs with an adjusted *P*-value < 0.05 were retained.

## 3 Results

### 3.1 Single-cell RNA-sequencing of canine TCRαβ^+^ T cells resolves CD8A-dominant, CD4-dominant, and CD4/CD8A-mixed clusters

In this study, we used combined transcriptome and V(D)J analysis at the single cell level to establish a detailed baseline TCRαβ^+^ T cell atlas of the dog. 

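Gene expression was measured with droplet-based 5' sequencing in TCRαβ+ T cells sorted from the blood of 4 healthy Beagles, with 1 library per dog, so that each dog is 1 replicate and n = 4 throughout. Dog 1 was a female of 5 years, dogs 2 and 3 were males of 7 years and dog 4 was a male of 9 years. The authors aligned the reads with Cell Ranger to CanFam 3.1 and deposited counts of unique molecular identifiers (UMIs) per gene and cell barcode, limited to cell-associated barcodes and not normalized. The libraries held 7428, 8873, 8402 and 8422 barcodes for dogs 1 to 4, with 26904346, 35661623, 32637367 and 32773374 UMIs in all and medians of 3534, 3844, 3716 and 3809 UMIs per barcode. The count tables of all dogs have 20257 genes. The gene list of dog 1 named 27980 genes and could not be joined to its counts by position, so the list shared by dogs 2 to 4 was used for it. With that list, the logarithms of the total counts per gene in dog 1 and in dogs 2, 3 and 4 had correlations of 0.991, 0.990 and 0.989 across genes. No file used here gives the authors' clusters, so the cells were clustered again after the paper's methods, and a rebuilt cluster carries a published number only where its cell numbers or its markers led to it. For comparisons between clusters, UMIs were summed per dog and cluster and tested with edgeR's quasi-likelihood test over the 8 sums, with dogs as replicates, where the paper tested cells. Levels per cluster are shares of all UMIs in these sums, scaled to 1e6 (CPM), given as mean ± SD over the dogs. Because the clusters were made from the same counts, the level of a gene that defines a cluster describes that cluster and is no independent evidence that it exists. A share of cells with a UMI is given per dog, with exact (Clopper-Pearson) 95% intervals for single dogs, which cover counting error only. Positions of genes in the genome were not used here.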

Cryopreserved viable TCRαβ^+^ T cells isolated with high purity (>99%) from peripheral blood of four healthy Beagle dogs by fluorescence-activated cell sorting (FACS) were applied to 5’ single-cell RNA sequencing analysis (5’ scRNA-seq) (**Figure 1**). Sequencing and mapping quality control metrics for each dog are summarized in **Table 1**. 

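Genes with a count in at least 3 cells of a dog were kept, which left 13155 genes. Cells with fewer than 500 or more than 20000 UMIs, or with more than 10% of UMIs from mitochondrial genes, were left out, as the paper's methods state. The limit of 20000 UMIs removed 6, 5, 5 and 3 cells of dogs 1 to 4 and the mitochondrial limit removed 326, 414, 288 and 169 cells, while no cell had fewer than 500 UMIs. With 7096, 8454, 8109 and 8250 cells, 31909 cells were kept, with medians of 3599, 3931, 3795 and 3847 UMIs per cell. This total holds for 13 mitochondrial genes, a set settled after the paper's total was seen. With 50 principal components of all kept genes, the Louvain method gave 26 clusters at the paper's resolution of 1.61. As planned for that case, the nearest resolution with 22 clusters was used, which was 1.25 on a grid of multiples of 0.05. From the marker genes, 17 of the rebuilt clusters received a cell type, and 20 received a published number by markers or by their cells per dog. C2 and C4 each came from a pair of rebuilt clusters, C16 and C19 formed a single cluster (C16/C19), C6 and C8 were numbered by their cells per dog alone, and C15, C17 and C20 had no counterpart. The clusters without a number, called unnamed 12 and unnamed 20, held 987 and 254 cells with medians of 1467 and 1391 UMIs. Doublets were not removed, since Scrublet's own threshold marked 0 cells in every dog. Clusterings with genes centred within dogs, with the 2000 most variable genes or without T cell receptor genes reached 22 clusters at resolutions of 1.61, 1.25 and 1.30.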

Unsupervised clustering of 31,909 cells from four dogs was performed for different resolution levels and a final resolution with 22 clusters was chosen. (**Figure 2A**). All clusters were present in each individual dog (**Supplementary Figure 1**). 

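All 22 rebuilt clusters held cells of every dog, the fewest being 3 cells of dog 3 in a rebuilt cluster that is part of C4. In 5 of them, more than 80% of the cells came from a single dog, and with genes centred within dogs this held for 2 of 22 clusters. Among these were both parts of C4, with 1412 of 1455 cells from dog 3 and 874 of 970 from dog 2, and both parts of C2, with 918 of 979 cells from dog 3 and 1155 of 1250 from dog 2. Once parts of a number were joined, C3 was the most uneven numbered cluster, with 91.7% of its 2892 cells from dog 1. With the 2000 most variable genes, 21 of 22 clusters held cells of every dog.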

Violin plots visualizing CD8A and CD4 expression indicated the presence of CD8A^+^, CD4^+^ and CD8A^+^/CD4^+^ mixed clusters (**Figure 2B**). However, especially clusters in which CD4 was detected also contained a considerable proportion of cells without CD4 expression (**Figure 2B**), a phenomenon already observed in previous scRNA-seq studies using equine or human PBMC (5, 13). 

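In C0, the largest CD4-dominant cluster with 4778 cells and a median of 3889 UMIs per cell, 67.1% ± 0.492 of the cells (SD, n = 4) had at least 1 CD4 UMI. In the CD8A-dominant cluster C13, with a median of 3615 UMIs, this share was 2.45% ± 1.12, a background that free RNA or droplets with 2 cells can give, which were not separated here. In the other direction, 3.53% ± 0.549 of the C1 cells, with a median of 4758 UMIs, had a CD8A UMI, against 99.1% in C13. Among the named CD4-dominant clusters, cells with neither CD4 nor CD8A made up 56.6% ± 6.92 of cells below 2000 UMIs, 41.9% ± 2.22 from 2000 to 4000 UMIs, 38.5% ± 4.36 from 4000 to 6000 UMIs and 30.4% ± 5.88 from 6000 UMIs on. The shares below 2000 and from 6000 UMIs on lay further apart than the spread between dogs. These clusters include C5, where 71.8% of the cells had neither gene at a median of 4316 UMIs, against 30.4% in the shallower C0. Depth therefore does not account for the high share in C5. C0 cells held a mean of 1.54 CD4 UMIs. If CD4 UMIs fell on C0 cells at random in proportion to depth, 24.1% ± 1.14 would hold none, and 32.9% ± 0.492 held none.

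**Figure D1:**
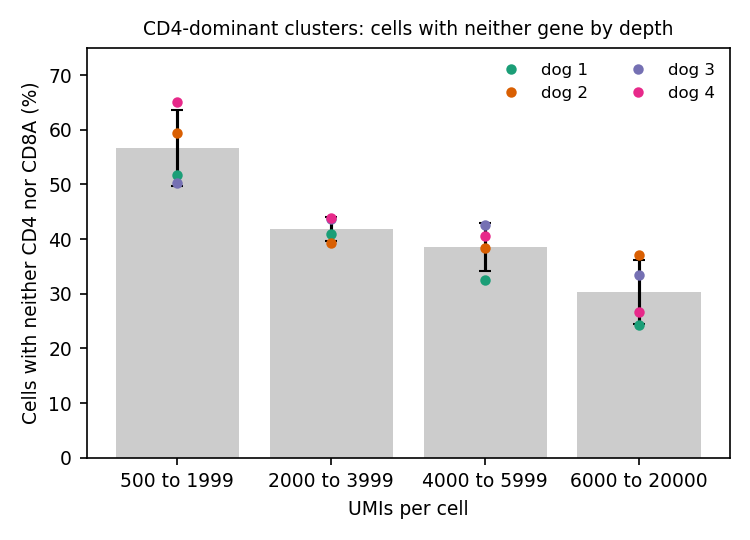
Share of cells with neither a CD4 nor a CD8A UMI (%) against the UMIs per cell in the named CD4-dominant clusters, with bars for the mean, error bars for the SD and points for the 4 dogs. The mean falls from 56.6% in the shallowest cells to 30.4% in the deepest.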

The number of TCRαβ^+^ CD8α^-^CD4^-^ double-negative (dn) T cells detected by scRNA-seq was higher than what would be expected based on previous flow cytometric analyses [~15% (14)]. 

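Over all cells, 36.1% ± 1.78 (SD, n = 4) had neither a CD4 nor a CD8A UMI, with 37.5%, 37.7%, 35.3% and 34.0% in dogs 1 to 4. The alternative that moved this share most was a minimum of 2 UMIs for a positive cell, under which it was 55.7%. When every cell was thinned to 2000 UMIs, which left out 1020, 1329, 1110 and 1290 shallower cells of dogs 1 to 4, the share was 48.8%, and among the same cells without thinning it was 33.1%. The share therefore counts cells without a detected UMI, not cells shown to lack the protein.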

To better characterize the proportion of CD8A/CD4 expression in each cluster, CD8A^-^CD4^-^ dn cells were excluded and the percentage of CD8A^+^ single-positive (sp) cells, CD4^+^ sp cells, and CD4^+^CD8A^+^ double-positive (dp) cells of each cluster was evaluated (**Figure 2C**). Eight clusters consisting mainly of CD8A sp T cells were detected (C7, C12-C14, C16-C19). The proportion of CD8A^+^ sp cells within those clusters was 95-99% except for clusters 14 and 16 (~80% CD8A^+^ sp), which also contained CD4 sp (C16: ~12%) and/or CD4^+^CD8A^+^ dp T cells (C14: 18%, C16: 7%). Therefore, clusters C7, C12-C14, and C16-C19 were classified as CD8A-dominant. 

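In the rebuilt clusters, 6 were CD8A-dominant (C7, C12, C13, C14, C18 and C16/C19) and held 5559 cells or 17.4% of all cells. Among their cells with a CD4 or CD8A UMI, the CD8A sp share was 99.7% ± 0.498 in C18, 97.5% ± 1.14 in C13, 94.2% ± 2.35 in C12, 93.8% ± 2.44 in C14, 91.1% ± 4.53 in C16/C19 and 84.4% ± 8.19 in C7 (SD over the dogs with at least 20 such cells). Cells with both genes made up 12.9% ± 7.86 in C7. Pooled over dogs, dp cells were 1.08% of C14 and CD4 sp cells were 6.22% of C16/C19. In the clustering with the 2000 most variable genes, which was added after the data had been seen and parts C16 from C19, C16 held 586 cells with 80.3% CD8A sp, 13.1% CD4 sp and 6.55% dp cells, pooled over dogs.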

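Among cells with a CD4 or CD8A UMI, the CD4 sp share was 97.6% ± 1.73 in C2, 95.1% ± 0.518 in C1, 94.6% ± 2.67 in C3, 94.1% ± 1.13 in C0, 87.6% ± 4.03 in C9 and 86.2% ± 2.99 in C10 (SD over the dogs with at least 20 such cells). It was 79.5% ± 1.79 in C5, with 17.2% CD8A sp cells, 78.2% ± 8.01 in C6, with 20.6%, and 72.6% ± 9.99 in C8, with 25.7%. In C5, 71.8% of the cells had neither gene (pooled over dogs), against 30.4% in C0, so these shares describe a minority of the C5 cells. C4 held 68.2% ± 6.14 CD4 sp, 22.1% ± 2.72 CD8A sp and 9.64% ± 3.59 dp cells over 3 dogs. The rebuilt clusters with at least 66% CD4 sp and less than 25% CD8A sp cells pooled over dogs, with both parts of C4 counted apart, were 12 and held 71.8% of all cells. The part of C4 that came mostly from dog 3 had 62.7% CD4 sp cells and fell below that limit, but was kept in C4 by its markers.

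**Figure D2:**
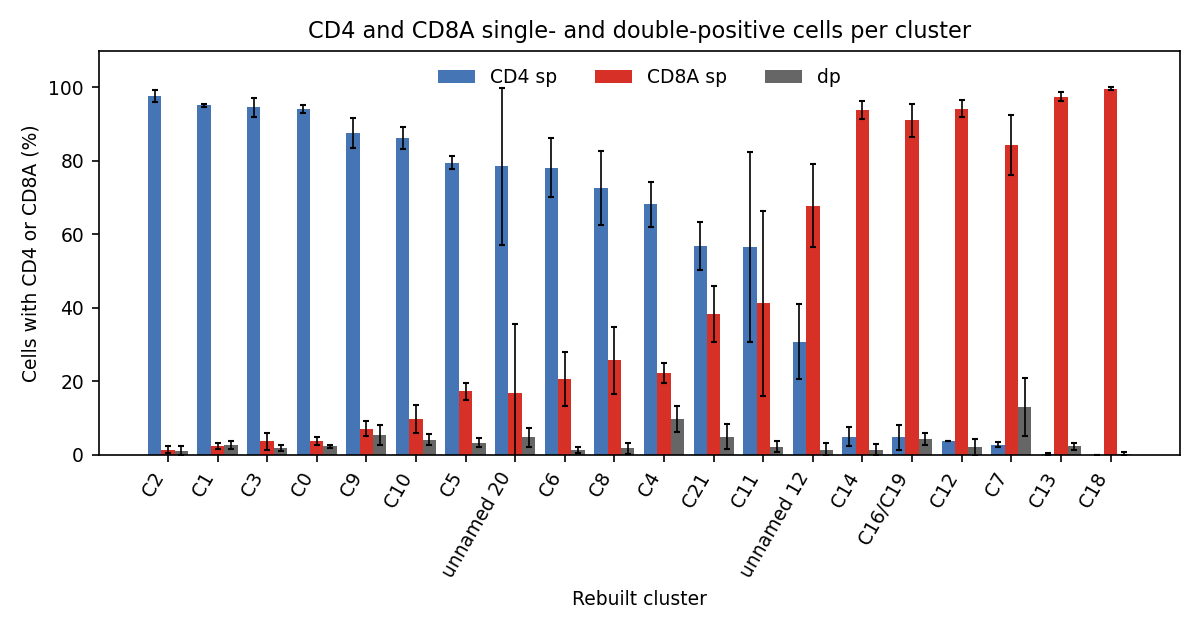
CD4 sp, CD8A sp and dp cells as a share of the cells with either gene (%) in each rebuilt cluster, with bars for the mean over dogs with at least 20 such cells and error bars for the SD. The highest CD4 sp share is 97.6% in C2 and the highest CD8A sp share is 99.7% in C18.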

Besides clear-cut CD4 clusters with 89-98% of the cells showing a CD4 sp phenotype (C0-C3, C9, C10), several clusters showed dominance of CD4^+^ sp cells but additionally comprised >10% CD8A^+^ sp and/or CD4^+^CD8A^+^ dp T cells. Of those, clusters consisting of ≥66% CD4 sp T cells and <25% CD8A^+^ sp cells were classified as CD4-dominant (C4-C6, C8, C15). The remaining three clusters (C11, C20-C21) with 35-41% CD8A^+^ sp cells and 56-63% CD4^+^ sp cells were classified as CD4/CD8A-mixed. 

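In the rebuilt clusters, 4 were CD4/CD8A-mixed, with 10.7% of all cells. They were C11, C21, unnamed 12 and the part of C4 named above. C11 held 56.6% ± 25.8 CD4 sp and 41.2% ± 25.2 CD8A sp cells and C21 held 56.9% ± 6.48 and 38.3% ± 7.70 (SD, n = 4). The spread between dogs in C11 exceeded its distance from the limit of 66% for a CD4-dominant cluster. Unnamed 12, which has few UMIs per cell, held 30.8% ± 10.3 and 67.8% ± 11.2.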

Notably, only a small proportion (1-6%) of cells within the latter group had a CD4^+^CD8A^+^ dp phenotype (**Figure 2C**).

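Cells with both CD4 and CD8A made up 2.17% of C11, 4.86% of C21 and 1.39% of unnamed 12 (means over dogs). Over all clusters there were 725 dp cells, or 2.27% of cells. Their median of 5655 UMIs exceeded the 3955 of CD4 sp and the 3726 of CD8A sp cells, and 20.0% ± 3.24 of those with a receptor sequence had more than 1 productive TRB rearrangement, against 3.43% ± 0.809 of CD4 sp and 3.99% ± 1.95 of CD8A sp cells (SD, n = 4).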

**Figure 2:**
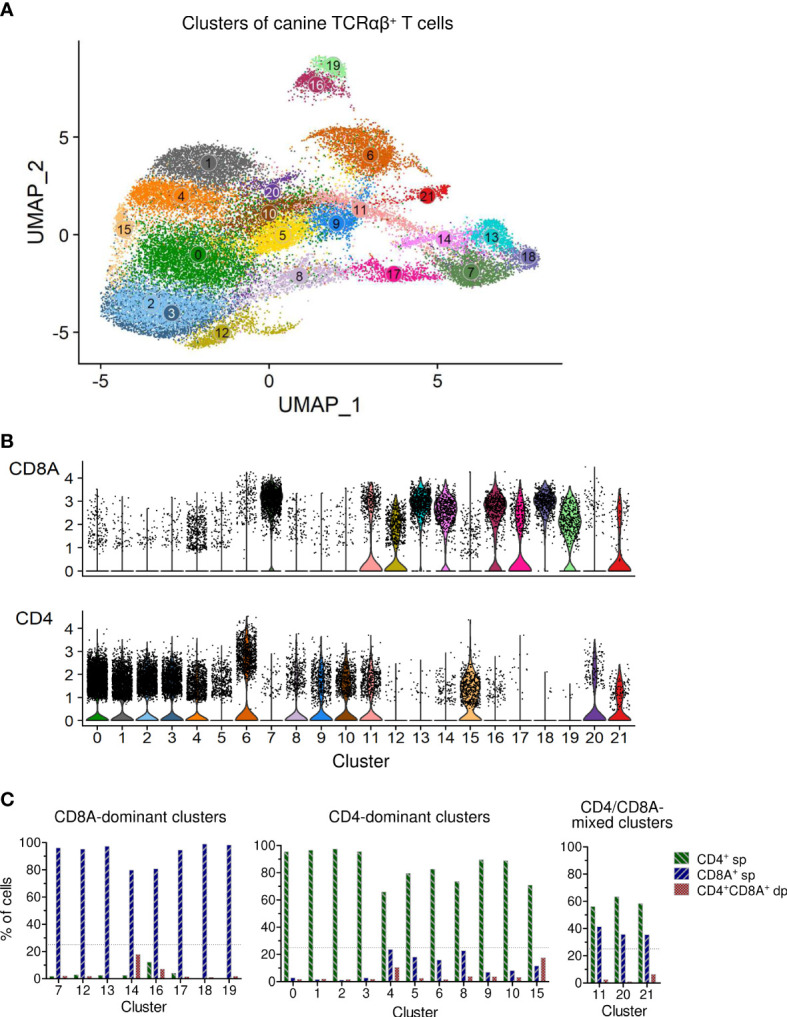
Single-cell RNA-sequencing analysis of TCRαβ^+^ T cells purified from peripheral blood of healthy dogs revealed various CD8A-dominant, CD4-dominant and CD4/CD8A-mixed clusters. **(A)** Unsupervised graph-based clustering of merged data from all four dogs yielded 22 Clusters of canine TCRαβ^+^ T cells. **(B)** Visualization of CD8A and CD4 expression by violin plots. **(C)** The percentage of CD8A^+^ single-positive (sp), CD4^+^ sp and CD4^+^CD8A^+^ double-positive (dp) T cells of each cluster was determined by virtual gating after exclusion of CD4^-^CD8A^-^ double-negative cells. Based on the CD8A/CD4 expression pattern, clusters were devided into three major groups: (1) CD8A-dominant (n = 8: C7, C12-14, C16-19), (2) CD4-dominant (n=11: C0-C6, C8-C10, C15), and (3) CD4/CD8A-mixed clusters (n = 3: C11, C20-21), mainly composed of CD8A^+^ and CD4^+^ sp cells. Dotted line: treshold for maximum CD4^+^/CD8A^+^ sp cells in CD8A/CD4-dominant clusters.

Taken together, based on the proportions of CD8A^+^ and CD4^+^ cells, clusters were divided into three major groups: (i) a CD4-dominant group containing eleven clusters (C0-C6, C8-C10, C15), (ii) a CD8A-dominant group containing eight clusters (C7, C12-C14, C16-C19), and (iii) a CD4/CD8A-mixed group containing three clusters (C11, C20, C21) (**Figure 2C**).

### 3.2 CD4-dominant clusters contain known T helper/T regulatory subsets as well as subsets previously unrecognized in dogs

Clusters of the three major groups of TCRαβ T cells were manually annotated by assessing the expression of lineage-defining marker genes. 

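C2 (2229 cells) and C3 (2892 cells) had the highest levels of CCR7, TCF7 and LEF1 among the rebuilt clusters. In C2, CCR7 (ENSCAFG00000030300) reached 451 ± 54.5 CPM against 115 ± 44.9 in all other cells (SD, n = 4), TCF7 (ENSCAFG00000000990) 644 ± 149 against 278 ± 59.4 and LEF1 (ENSCAFG00000011252) 1081 ± 251 against 293 ± 203. These were log2 fold changes of 1.99, 1.19 and 1.85. In C3 they were 1.69, 1.10 and 1.70. Every one of these differences had the same direction in all 4 dogs. The genes were used to name the clusters, so these levels describe them.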

Two naïve TCRαβ^+^ CD4 T cell clusters (C2, C3) were identified based on elevated expression of the lymph node homing receptors CCR7 and SELL (encoding CD62L/L-Selectin) as well as of the transcription factors TCF7 and LEF1 (13) (**Figure 3A**). 

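C2 and C3 together held 37.9% of the cells of dog 1 (5 years, 95% interval 36.7 to 39.0), 15.7% of dog 2 (7 years, 14.9 to 16.5), 11.8% of dog 3 (7 years, 11.1 to 12.5) and 1.88% of dog 4 (9 years, 1.60 to 2.20). The differences between dogs of other ages exceed the counting intervals, but so does that between dogs 2 and 3, which had the same age. An effect of age was not tested. The ages of 5 and 9 years were each represented by 1 dog, of which the younger was the only female. The number of cells in C2 and C3 also rests on the rebuilt clusters.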

As expected, the frequency of naïve CD4 T cells was lowest in the oldest and highest in the youngest dog (**Table 2** and **Supplementary Figure 1**).

**Figure 3:**
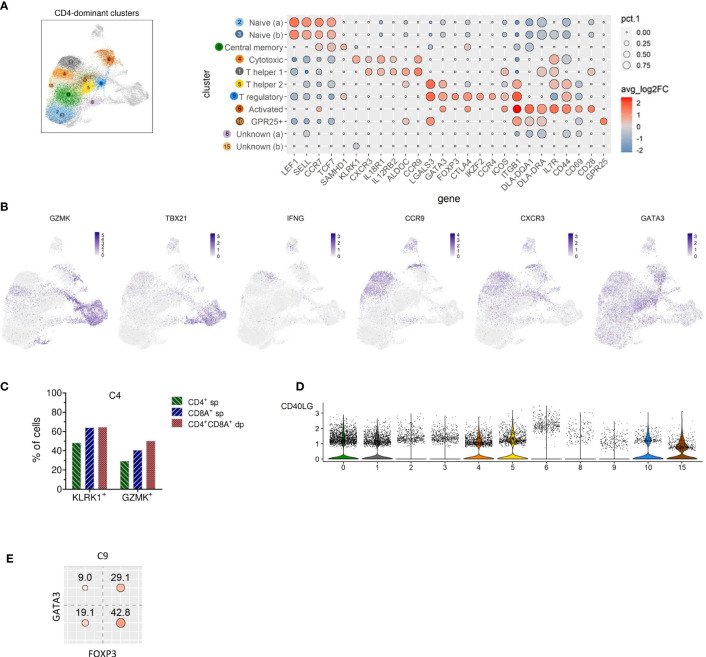
Identification of naive, memory and known T helper and regulatory subsets among canine TCRαβ^+^ CD4-dominant clusters and detection of CD4 T cells with cytotoxic potential. **(A)** CD4 cell-dominat clusters highlighted in UMAP plot were annotated based on expression of T cell subset marker genes shown in Dot plot. The dot size corresponds to the percentage (pct.1) of cells expressing the gene in each CD4-dominant cluster, the color represents the expression level (average log2 fold change). Genes were ordered to visualize the differences/similarities between cell types. **(B)** Expression pattern of select genes across all canine TCRαβ^+^ clusters visualized by FeaturePlots **(C)** Within C4, expression of the cytotoxic effector molecules KLRK1 and GZMK was detected in the dominating CD4^+^ sp cells and in the minor fractions of CD8A^+^ sp and CD4^+^CD8A^+^ dp T cells by virtual gating after exclusion of CD4^-^CD8A^-^ double-negative cells. **(D)** Visualization of CD40LG expression in CD4-dominant clusters by violin plots. **(E)** Virtual gating for FOXP3 and GATA3 within C9 (T regulatory CD4-dominant cluster) reveals co-expression of the transcription factors in ~30% of the cells.

**Table 2:** Total number of cells of each TCRαβ^+^ T cell cluster and their distribution among dogs.

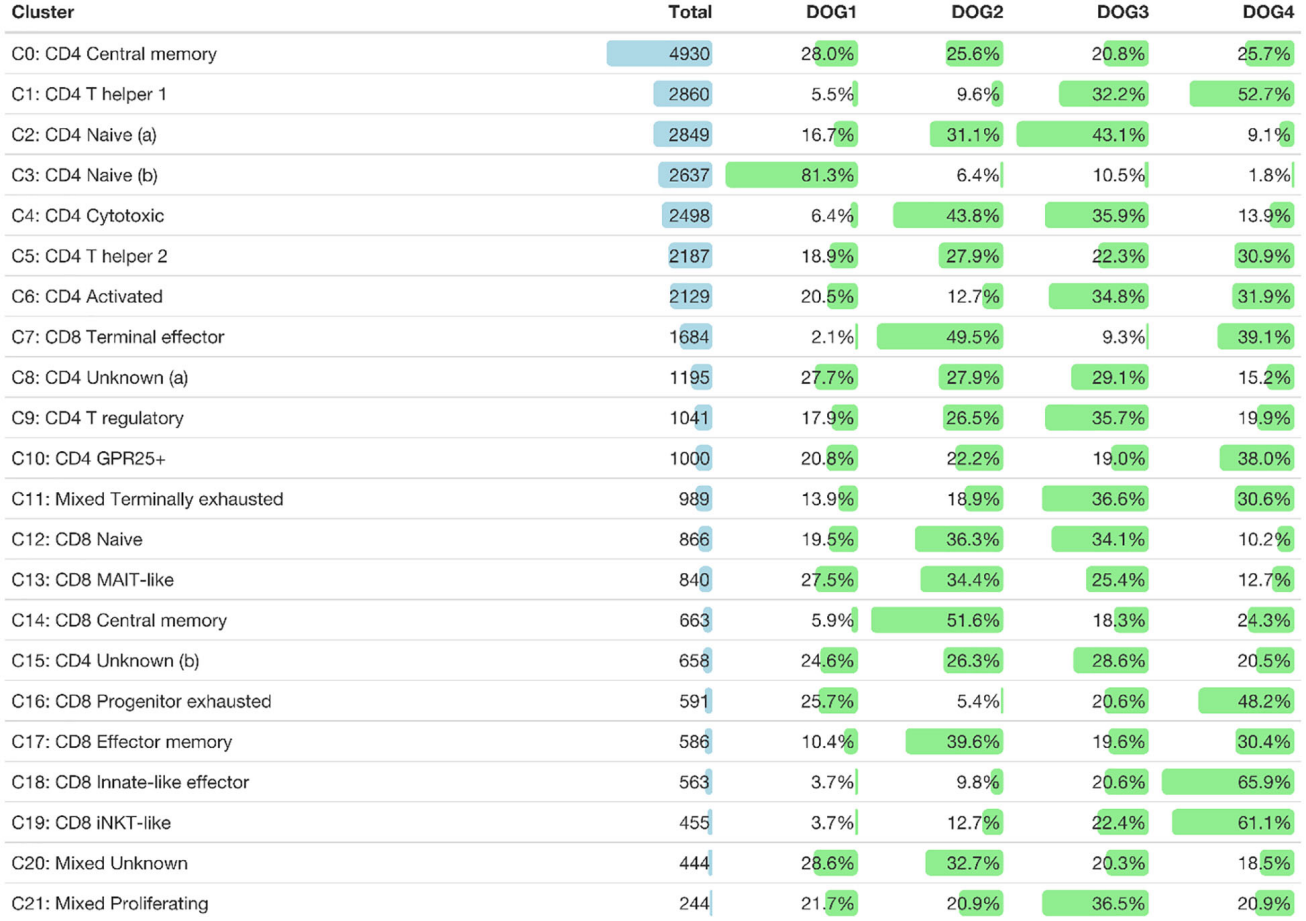

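In the test of C2 against C3 with dogs as replicates, 5 of 4523 genes differed at an adjusted p under 0.05 (edgeR's quasi-likelihood test), 3 higher in C2 and 2 lower, and 331 had an unadjusted p below it. With the dog as a block, 9 genes passed, of which 1 was among the 5, and DESeq2 gave 0 of 12335 genes and 66 at an unadjusted p. Without a filter on low counts the number was 50. Without dog 1 it was 0, without dog 2 or dog 3 it was 3 each and without dog 4 it was 26. Of the genes that rose, HOMER2 (ENSCAFG00000013185) had 96.0 ± 43.1 CPM in C2 and 79.5 ± 42.3 in C3, with a log2 fold change of 1.23 (SE 0.33, adjusted p = 0.198 from edgeR), higher in 4 of 4 dogs. With the dog as a block its change was 0.17. Under the 10 alternatives its adjusted p from edgeR or DESeq2 ranged from 0.00392 without dog 4 to 1.00, and it was also below 0.05 without the filter (adjusted p = 0.0315 from edgeR). KLF3 (ENSCAFG00000016180) had 327 ± 49.2 against 253 ± 14.8 CPM and a log2 fold change of 0.41 (SE 0.11, adjusted p = 0.205 from edgeR), higher in 4 of 4 dogs. CCR7 had a log2 fold change of 0.25 (adjusted p = 0.80 from edgeR, 2 of 4 dogs) and IL7R (ENSCAFG00000018752) of 0.02 (adjusted p = 1.00 from edgeR, 2 of 4 dogs), a sign that reversed with the dog as a block and without dog 1. None of these 4 genes passed the adjustment over all genes tested. The genes called that moved the same way in all dogs were ADIRF, with a log2 fold change of 1.2 (adjusted p = 0.0309 from edgeR), CTTNBP2NL, with 1.07 (adjusted p = 0.000922 from edgeR), and PPP2R5C, with -0.68 (adjusted p = 0.0309 from edgeR). None of the 3 passed without dog 1, and ADIRF did not pass without dog 2 either, nor PPP2R5C without any single dog. The clusters were made from the same counts, so these p-values do not show that the clusters differ. The main fit has no term for the dog, while 91.7% of the C3 cells came from dog 1 and 53.3% and 41.9% of the C2 cells from dogs 2 and 3. Its changes therefore also hold differences between dogs. The HOMER2 change of 1.23, for example, fell to 0.012 without dog 1.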

A direct comparison between the two clusters containing naïve CD4^+^ T cells revealed that C2 expressed higher levels of quiescence-associated genes HOMER2, CCR7, SELL, KLF3, and IL7R (15–18) compared to C3 (**Supplementary Figure 2** and **Supplementary Table 3**). 

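Supplementary Table 3 pairs 4 identifiers with interferon-induced transmembrane proteins or metallothionein. ENSCAFG00000046009 (IFITM3-like) had 399 ± 131 CPM in C2 and 476 ± 141 in C3, a log2 fold change of -0.32 (SE 0.20, adjusted p = 0.832 from edgeR's quasi-likelihood test), lower in C2 in 4 of 4 dogs. ENSCAFG00000006485 (IFITM) had 703 ± 85.0 against 859 ± 127 CPM, a change of -0.33 (SE 0.13, adjusted p = 0.529 from edgeR), also lower in 4 of 4 dogs. ENSCAFG00000050027 (IFITM1) had 190.0 ± 86.8 against 188 ± 88.9 CPM, with a fitted change of -0.50 (adjusted p = 0.504 from edgeR) that was lower in 2 of 4 dogs and reversed when genes were centred within dogs before clustering. For the metallothionein ENSCAFG00000009113 the change was -0.23 (SE 0.30, adjusted p = 0.967 from edgeR), lower in 3 of 4 dogs and reversed without dog 3. Of the 9 genes the paper names for this comparison, 0 passed over all genes tested and 4 passed when adjusted over the list alone, which the study chose on these samples, so the second count is not independent evidence. On the scale of the paper's fold changes, all 53 genes of Supplementary Table 3 had the same direction here, with a correlation of 0.953 across genes, which are not independent replicates. Since 91.7% of the C3 cells came from dog 1, folds over pooled cells also hold differences between dogs. With genes centred within dogs, 48 of the 53 genes had the same direction and the correlation was 0.833.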

Among the genes with higher expression in C3 compared to C2 were genes encoding interferon-induced transmembrane proteins (IFITM) and metallothionin (MT) (**Supplementary Figure 2** and **Supplementary Table 3**). IFITM proteins as well as MT have been shown to be involved in differentiation of naive CD4 T cells (19, 20). 

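C2 held 0.479% of the cells of dog 1 (95% interval 0.332 to 0.669), 14.0% of dog 2 (13.3 to 14.8), 11.5% of dog 3 (10.8 to 12.2) and 0.909% of dog 4 (0.716 to 1.14). C3 held 37.4% (36.2 to 38.5), 1.66% (1.39 to 1.95), 0.247% (0.151 to 0.381) and 0.970% (0.770 to 1.21). C2 exceeded C3 in dogs 2 and 3, C3 exceeded C2 in dog 1, and in dog 4 the intervals overlapped. C2 and C3 share the same markers, so cells per dog, not markers, told C3 from C2. This order thus follows in part from the numbering and is no independent check on the paper's order. C2 exceeded C3 in 3 dogs with genes centred within dogs and in 3 at resolution 1.61, and in 1 dog with the 2000 most variable genes. Dogs are named here by their libraries. In Table 2, read by eye, the totals of the columns of dogs 2 and 3 lay nearest to the kept cells of libraries 3 and 2. These columns may therefore be exchanged.

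**Figure D3:**
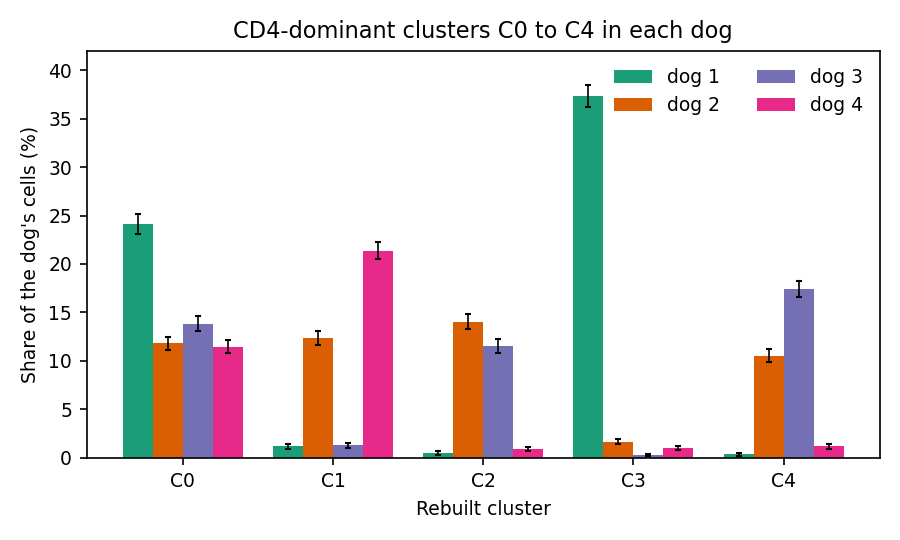
Share of each dog's cells (%) in the rebuilt clusters C0 to C4, with 1 bar per dog and exact 95% binomial intervals. C3 ranges from 0.247% in dog 3 to 37.4% in dog 1.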

Whereas C2 is more abundant than C3 in dogs 2, 3, and 4, the opposite was true for the youngest dog (dog 1) (**Table 2** and **Supplementary Figure 1**).

C0, which was similarly abundant in all dogs (**Table 2** and **Supplementary Figure 1**), was identified as resting central memory CD4 T cell cluster based on elevated expression of CCR7, TCF7 and SAMHD1 (13, 21–23) (**Figure 3A**). 

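C0 held 24.1% of the cells of dog 1 (95% interval 23.1 to 25.1), 11.8% of dog 2 (11.1 to 12.5), 13.8% of dog 3 (13.1 to 14.6) and 11.5% of dog 4 (10.8 to 12.2), with a mean of 15.3% ± 5.97 (SD, n = 4). SAMHD1 (ENSCAFG00000008659) had its highest level in C0, 106 ± 38.4 CPM against 30.4 ± 13.6 in all other cells, a log2 fold change of 1.87. TCF7 had a log2 fold change of 0.75 and CCR7 of 0.89, with 220.3 ± 51.2 against 124 ± 52.5 CPM for CCR7, higher in 3 of 4 dogs. These genes named the cluster.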

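C4 (2425 cells, median 5379 UMIs) had 211 ± 75.8 CPM of KLRK1 (ENSCAFG00000025596) against 102 ± 51.1 in all other cells (SD, n = 4), a log2 fold change of 1.29, higher in 4 of 4 dogs. The rest includes the CD8A-dominant clusters C13, C14, C16/C19, C7 and C18, whose levels were 555, 419, 364, 305 and 252 CPM. KLRK1 was among the markers that named C4.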

C4 was characterized by increased expression of the killer cell lectin-like receptor K1 (KLRK1) encoding NKG2D, a prototypical activation marker on human and mouse NK cells mediating cytotoxicity (24, 25). 

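C4 was compared with all other CD4-dominant clusters together in each dog. At an adjusted p under 0.05 (edgeR's quasi-likelihood test), 724 of 10034 genes differed, 312 higher and 412 lower in C4, of which 258 and 364 moved the same way in all 4 dogs. Of all genes tested, 34.8% moved the same way in all dogs, where chance gives 12.5%. With the dog as a block the number was 2246, and DESeq2 gave 543 of 13094 genes, 485 of them among the 724. Without dog 2 it was 90 and without dog 3 it was 141, the dogs with most C4 cells, while it was 770 without dog 1 and 907 without dog 4. GZMK (ENSCAFG00000018379) had 337 ± 191 CPM in C4 and 76.4 ± 34.4 in the other CD4-dominant clusters, a log2 fold change of 2.11 (SE 0.44, adjusted p = 0.0154 from edgeR), higher in 4 of 4 dogs. KLRK1 had 28.8 ± 17.2 CPM in the other CD4-dominant clusters and a log2 fold change of 3.12 (SE 0.50, adjusted p = 0.00490 from edgeR), higher in 4 of 4 dogs. Without dog 2 the adjusted p from edgeR rose to 0.0645 for GZMK and 0.0576 for KLRK1, while both passed under the other 9 alternatives, down to 2.21e-09 and 2.10e-21 with the block. CCR9 (ENSCAFG00000013879) changed by 1.73 (SE 0.61, adjusted p = 0.117 from edgeR, 4 of 4 dogs) and by 1.85 with the dog as a block (adjusted p = 7.74e-09 from edgeR). TBX21 (ENSCAFG00000016705) changed by 1.36 (SE 0.42, adjusted p = 0.0787 from edgeR, 4 of 4 dogs) and by 1.42 with the block (adjusted p = 3.77e-10 from edgeR). Without the block, CCR9 passed without dog 4 alone (adjusted p = 0.0484 from edgeR), and TBX21 without dog 4 and with DESeq2 (adjusted p = 0.00966 from edgeR and 0.0396 from DESeq2). The highest adjusted p among the 10 alternatives were 0.444 for CCR9 with DESeq2 and 0.387 for TBX21 without dog 2. The largest rises among genes that moved the same way in all dogs were those of ADGRE3, CCR1 and SAMD14, with log2 fold changes of 3.76, 3.64 and 3.47. NRP1, CPQ and ENSCAFG00000023298 had 0 UMIs in C4, which allows up to 0.224 CPM, against 4.55 ± 0.595, 1.13 ± 0.243 and 3.11 ± 0.792 CPM in the other CD4-dominant clusters. KLRK1, GZMK and CCR9 helped to name C4, and the clusters come from the same counts, so the p-values describe differences against the spread between dogs.

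**Figure D4:**
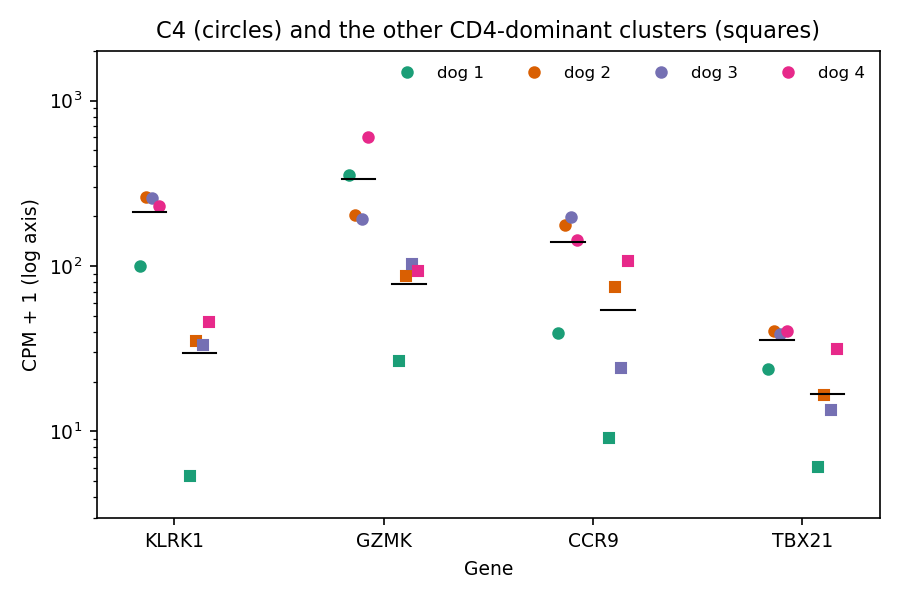
Levels of KLRK1, GZMK, CCR9 and TBX21 (CPM + 1, log axis) in C4 (circles) and in the other CD4-dominant clusters together (squares), with 1 point per dog and a line at the mean. In each dog, the level in C4 lies above that in the other clusters for all 4 genes.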

Cytotoxic potential of cells within C4 was further supported by expression of the cytotoxic effector molecule granzyme K (GZMK), which was evident when C4 was compared against all other CD4-dominant clusters (**Figure 3B** and **Supplementary Table 4**). However, albeit classified as a CD4-dominant cluster, C4 also comprised CD8A^+^ sp cells and CD4^+^CD8A^+^ dp cells (**Figure 2C**). To verify that CD4^+^ sp cells in C4 contributed to the cytotoxic signature in this cluster, after exclusion of CD4^-^CD8^-^ dn cells, CD4^+^ sp, CD8A^+^ sp and CD4^+^CD8A^+^ dp cells were analyzed for expression of GZMK and KLRK1 separately. Indeed, cytotoxicity-associated genes were detected in all three fractions (**Figure 3C**) supporting the notion that cytotoxic CD4^+^ T cells exist in dogs. 

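In C4, the 810 CD4 sp cells (median 5266 UMIs) had a KLRK1 UMI in 50.3% ± 3.17 and a GZMK UMI in 41.7% ± 30.3 (SD over 3 dogs with at least 20 such cells). The 294 CD8A sp cells (5597.5 UMIs) had them in 74.5% ± 3.12 and 39.4% ± 1.45, and the 145 dp cells (5806 UMIs) in 80.5% ± 2.93 and 44.5% ± 5.66 (SD over 2 dogs). Both genes were seen together in 26.4% ± 19.6 of the CD4 sp cells. The means for GZMK in CD4 sp cells rest on dog 4, where 76.6% of 47 cells had a GZMK UMI and 48.9% had both, against 22.9% and 25.6% with GZMK and 13.5% and 16.8% with both in dogs 2 and 3. Naive CD4 cells of C3, taken as the background, had a KLRK1 UMI in 0.235% and a GZMK UMI in 0.783% at a median of 3511 UMIs. Thinned to 2000 UMIs per cell, KLRK1 was found in 29.2% of CD4 sp, 41.2% of CD8A sp and 38.4% of dp cells. GZMK was then found in 15.6% and 15.7% of the CD4 sp cells of dogs 2 and 3, against 24.5% and 21.7% of their CD8A sp cells, and in 59.6% of the CD4 sp cells of dog 4. CD4 sp cells thus lay far above the background in every dog counted, while the share with GZMK varied widely between dogs.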

Cytotoxic CD4^+^ T cells are well described in mice and humans in the context of viral infections, autoimmunity, and cancer (26, 27). In humans, NKG2D^+^ highly activated cytotoxic CD4^+^ T cells have been associated with immune senescence (26, 28, 29). 

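C4 held 0.352% of the cells of dog 1 (5 years, 95% interval 0.228 to 0.520), 10.5% of dog 2 (7 years, 9.86 to 11.2), 17.4% of dog 3 (7 years, 16.6 to 18.3) and 1.18% of dog 4 (9 years, 0.954 to 1.43). The dogs of the same age differed by more than their intervals. A relation with age was not tested, with 1 dog at each of the other ages.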

Although the low number of dogs used does not allow definite conclusions, an association of canine cytotoxic CD4^+^ T cells with age was not supported by this study, as dog 1 (youngest) and dog 4 (oldest) had a lower frequency of cytotoxic CD4^+^ T cells than dogs 2 and 3 (**Table 2** and **Supplementary Figure 1**).

Distinct populations of CD4^+^ T helper (Th) cells were resolved by scRNA-seq in this study. 

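C1 (2994 cells) had 160.2 ± 12.8 CPM of IL18R1 (ENSCAFG00000002138) against 81.8 ± 15.5 in all other cells (SD, n = 4), 123 ± 14.9 against 42 ± 15.1 of CXCR3 (ENSCAFG00000017146), 96.6 ± 39.5 against 50.2 ± 25.9 of IL12RB2 (ENSCAFG00000018539) and 182 ± 13.5 against 70.3 ± 13.4 of ALDOC (ENSCAFG00000018719). On the log2 scale the fold changes were 0.92, 1.57, 1.09 and 1.34, each higher in 4 of 4 dogs. ALDOC was highest in C1 of all rebuilt clusters. CXCR3 was higher in unnamed 20 (369.7 CPM) and C11 (131 CPM) than in C1, IL18R1 in unnamed 20 (532 CPM), C4 (231 CPM), C13 (215 CPM), C14 (183 CPM) and C6 (176 CPM), and IL12RB2 in C18 (411 CPM), unnamed 20 (291 CPM), C13 (266 CPM), unnamed 12 (193 CPM) and C7 (155 CPM). These genes named the cluster.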

In C1, elevated expression of genes associated with the Th1 phenotype was detected, including IL18R1, CXCR3, IL12RB, and ALDOC (30–34). Although the master transcription factor of Th1 cells T-bet (encoded by TBX21) did not appear as DEG in C1, there was a trend of weak TBX21 expression among CD4-dominant clusters in C1 and C4 matching the Th1/cytotoxic CD4 phenotype (**Figure 3B**). 

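TBX21 had 35.3 ± 6.68 CPM in C1 and 34.9 ± 7.97 in C4, against 8.91 ± 2.29 in C0, 4.88 ± 1.45 in C5, 15.9 ± 4.99 in C9 and 26.1 ± 6.74 in C10 (SD, n = 4). C6, a cluster of few UMIs per cell, reached 55.1 ± 24.3. The CD8A-dominant clusters C7, C13 and C18 reached 252, 190.5 and 269.9 CPM, so that C1 against all other cells had a log2 fold change of -0.54, lower in 3 of 4 dogs. The spread between dogs in the rest (53.1 ± 31.5 CPM) exceeds that difference.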

Of note, low levels of TBX21 transcripts in canine CD4^+^ T cells is consistent with our flow cytometric data suggesting IFN-γ production despite weak T-bet expression (35). Indeed, constitutive expression of IFNG encoding the Th1-effector cytokine was detected in C1. 

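IFNG (ENSCAFG00000000408) had 47.6 ± 24.1 CPM in C1 and 5.83 ± 2.90 in all other cells, a log2 fold change of 2.74, higher in 4 of 4 dogs. At least 1 IFNG UMI was found in 13.3% ± 4.46 of the C1 cells and in 0.708% of the C0 cells, which had a median of 3889 UMIs against 4758 in C1. C16/C19 had a similar level of 52.3 ± 14.6 CPM.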

Noteworthy, CCR9, which, in addition to its role as gut homing molecule, has been shown to shape immune responses by inhibiting development of regulatory T (Treg) cells (36) appeared as top DEG of the CD4-dominant clusters C1 (Th1) and C4 (cytotoxic CD4^+^ T cells) (**Figure 3B**). 

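CCR9 had 247 ± 29.2 CPM in C1 and 138 ± 70.5 in C4, against 40.0 ± 23.2 outside C1 (SD, n = 4). The log2 fold changes against all other cells were 2.58 for C1 and 1.90 for C4, higher in 4 of 4 dogs in both. The highest level was in unnamed 20, with 899 ± 131 CPM, a cluster of 254 cells whose cells often share TRA clonotypes with C1, and C16/C19 reached 148 ± 30.1. CCR9 was a marker used to name C1 and C4.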

Individual differences were observed with respect to the proportions of these two clusters: In dog 1 (youngest), they only comprised few cells. Dog 4 (oldest) contained a large Th1 (C1) and rather small cytotoxic CD4^+^ (C4) cluster, whereas the opposite was found for dog 2. 

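C1 held 1.17% of the cells of dog 1 (95% interval 0.933 to 1.45), 12.4% of dog 2 (11.7 to 13.1), 1.28% of dog 3 (1.05 to 1.55) and 21.3% of dog 4 (20.5 to 22.2). C1 was larger than C4 in dogs 1, 2 and 4, by little in dog 2, and C4 was the larger in dog 3. From receptor sequences found in both libraries, 33.3% of the C1 cells of dog 1 would come from dog 4 if its cells had carried over evenly.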

In dog 3 both clusters represented large populations (**Table 2** and **Supplementary Figure 1**).

C9 was identified as distinct Treg cluster expressing the marker genes FOXP3, CTLA4, IKZF2, and CCR4 (**Figure 3A**). 

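C9 (1448 cells, median 5575.5 UMIs) had 85.0 ± 15.6 CPM of FOXP3 (ENSCAFG00000015934) against 9.97 ± 2.85 in all other cells (SD, n = 4), 248 ± 26.0 against 104 ± 14.8 of CTLA4 (ENSCAFG00000012876), 101 ± 5.48 against 20.6 ± 2.95 of IKZF2 (ENSCAFG00000014224) and 61.7 ± 19.0 against 12.1 ± 2.08 of CCR4 (ENSCAFG00000004658). Fold changes on the log2 scale were 3.09, 1.27, 2.30 and 2.39, with the same direction in 4 of 4 dogs. FOXP3 and IKZF2 were highest in C9, while CTLA4 was higher in C6 and C12 (302 and 253 CPM) and CCR4 in C6 (123 CPM). These genes named the cluster.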

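FOXP3 and GATA3 (ENSCAFG00000005019) were each detected in 26.4% ± 3.02 and 65.8% ± 1.95 of the C9 cells (SD, n = 4) and together in 20.0% ± 2.73, from 16.2% to 22.2% in single dogs. If both were detected independently, 17.4% would hold both. In C7, where FOXP3 would be background at a median of 3558 UMIs, both were found in 0.301% ± 0.402 of the cells. The share follows depth, since it was 6.18% when cells were thinned to 2000 UMIs. With genes centred within dogs before clustering, an alternative added after the data had been seen, C9 held 817 cells and the share was 31.9%. The levels of GATA3 were 217 ± 6.27 CPM in C9 and 106.5 ± 5.56 in all other cells. The paper relates the co-expression in C9 to earlier flow cytometry of its authors, in which both proteins were found together in small fractions of CD4+ and dn T cells.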

Interestingly, FoxP3 and GATA3 were co-expressed in ~30% of cells in C9 (**Figure 3E**), confirming our previous flow cytometry results showing co-expression of both transcription factors in small fractions of canine CD4^+^ T cells and CD4^-^CD8A^-^ dn T cells (14). In mice, co-expression of GATA-3 has been shown to stabilize FoxP3 expression and to prevent conversion of CD4^+^ FoxP3^+^ T cells into a pro-inflammatory Th17 cell phenotype (37–39).

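C5 (2227 cells, median 4316 UMIs) had 228 ± 17.2 CPM of GATA3 against 105 ± 7.63 in all other cells, a log2 fold change of 1.14, higher in 4 of 4 dogs (SD, n = 4). FOXP3 had 6.96 ± 1.49 against 15.7 ± 3.92 CPM, a log2 fold change of -1.13, lower in 4 of 4 dogs. A FOXP3 UMI was found in 2.67% ± 0.514 and a GATA3 UMI in 57.1% ± 1.68 of the C5 cells, and both in 1.5%. Neither a CD4 nor a CD8A UMI was found in 71.8% of the C5 cells, pooled over dogs.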

Based on elevated GATA3 expression but lack of FoxP3, C5 was annotated as Th2 cell cluster (**Figure 3A**). Both, clusters 5 and 9 are characterized by expression of Galectin-3 (encoded by LGALS3). 

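LGALS3 (ENSCAFG00000015013) was highest in C5, with 481 ± 23.1 CPM, and second in C9, with 378 ± 67.9, against 94.8 ± 33.2 and 106 ± 28.2 in the respective other cells (SD, n = 4). The log2 fold changes were 2.37 and 1.85, with 4 of 4 dogs in the same direction for both. LGALS3 was among the markers of C5.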

A Th2-promoting activity of Galectin-3 as well as its expression on Treg cells have been shown previously (40).

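C10 (1311 cells) had 241 ± 34.2 CPM of LGALS3 against 121 ± 34.0 in all other cells, a log2 fold change of 1.07, higher in 4 of 4 dogs. C11 reached a similar level of 242 ± 58.9 CPM. LGALS3 was among the markers that named C10.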

Interestingly, increased expression of LGALS3 was also found in a third cluster (C10). C10 is characterized by expression of GPR25, which encodes an orphan G protein-coupled receptor. 

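GPR25 (ENSCAFG00000032387) had 245 ± 61.8 CPM in C10 and 66.2 ± 12.9 in all other cells (SD, n = 4), a log2 fold change of 2.00, higher in 4 of 4 dogs. The levels in C6 and C11, 255 ± 84.6 and 221 ± 107 CPM, differed from that in C10 by less than the spread between dogs. GPR25 was among the markers that named C10.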

CD4^+^ GPR25^+^ cells represent another previously unrecognized canine TCRαβ^+^ T cell population.

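The rebuilt cluster numbered C6 by its cells per dog (2354 cells) had a median of 1261 UMIs, against 3790 over all cells, and no markers entered its numbering. Its levels were 433 ± 56.9 CPM of CD69 (ENSCAFG00000013596), 1527 ± 47.9 of CD44 (ENSCAFG00000006889), 350.0 ± 15.5 of CD28 (ENSCAFG00000012872), 2588 ± 378 of DLA-DRA and 1485 ± 193 of DLA-DQA1, against 221 ± 27.3, 592 ± 58.5, 103 ± 15.8, 1503 ± 257 and 491 ± 129 in all other cells (SD, n = 4). After TMM normalization, which allows for many genes shifting together, the log2 fold changes were 0.25, 0.64, 1.04, 0.07 and 0.88. The standard errors of CD69 and DLA-DRA were 0.12 and 0.14, so that after normalization neither rise stood out from the spread between dogs. All 5 were higher in 4 of 4 dogs in CPM. The shallow cells of unnamed 20 had higher CPM of each of these genes.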

Cluster 6 comprises activated TCRαβ^+^ CD4^+^ T cells defined by high expression of the early activation marker CD69 as well as of CD44, CD28, and MHC-II molecules (DLA-DRA, DLA-DQA1) (**Figure 3A**). 

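GATA3 had 342 ± 44.2 CPM in C6 and CXCR3 had 98.1 ± 35.0, against 108 ± 5.20 and 50.4 ± 23.0 in all other cells (SD, n = 4). With TMM normalization the log2 fold changes were 0.95 (SE 0.10) and 0.21 (SE 0.36). A GATA3 UMI was found in 30.1% ± 4.07 and a CXCR3 UMI in 10.9% ± 3.59 of the C6 cells at a median of 1261 UMIs. In C12, where GATA3 was lowest, its share was 11.9% ± 5.35 at a median of 3583 UMIs, and CXCR3 was found in 0.281% ± 0.326 of the C2 cells at a median of 3438 UMIs.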

Notably, C6 is heterogenous in terms of e.g. GATA3 and CXCR3 expression (**Figure 3B**), indicating, that it contains recently activated T cells with different effector functions.

Two CD4-dominant clusters (C8, C15) were designated “unknown” CD4^+^ T cells due to the lack of lineage-defining signature transcripts (**Figure 3A**). Increased expression of transcripts from mitochondrial genes in C8 may indicate clustering of cells with reduced viability, which could have resulted from freezing/thawing.

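The rebuilt cluster numbered C8 by its cells per dog (1463 cells, median 1572 UMIs) had a median of 2.89% ± 0.697 mitochondrial UMIs, against 2.09% ± 0.326 over all cells (means of the medians per dog, SD, n = 4). Its top genes by fold were RGS10, MT-ND3, MT-ND2, CTPS1, ENSCAFG00000041232, CSTA, LEF1, DOK4, UBALD2 and MT-ND1. The share had rank 5 among the rebuilt clusters, after unnamed 20 (6.00%), C6 (5.26% ± 0.787), unnamed 12 (4.47%) and C21 (3.43%). Of these, all but C21 had medians under 2000 UMIs per cell.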

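CD40LG (ENSCAFG00000018945) had 113 ± 14.8 CPM in C5 and 66.4 ± 5.47 in all other cells (SD, n = 4), a log2 fold change of 0.78, higher in 4 of 4 dogs. It was 97.5 ± 4.88 in C0, 89.0 ± 9.43 in C1, 77.2 ± 10.5 in C4, 75.2 ± 6.75 in C10 and 65.3 ± 18.3 in C9.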

Interestingly, elevated expression of CD40LG, a cross-species marker of T helper cell (Th) activation by antigens (41–44), was detected in C5 (Th2) (**Supplementary Table 2** and **Figure 3D**). Furthermore, a trend towards a higher expression level of CD40LG is observed in C6, supporting recent activation (**Figure 3D**).

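In C6, CD40LG had 149.6 ± 18.1 CPM against 67.7 ± 4.25 in all other cells, higher in 4 of 4 dogs, with a log2 fold change of 0.44 after TMM normalization. Unnamed 20, which also consists of shallow cells, reached 259.7 ± 87.9 CPM. C8 had 56.1 ± 6.58.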

### 3.3 Canine TCRαβ^+^ CD8A-dominant clusters represent distinct differentiation states and include three innate-like subsets characterized by high expression of FCER1G

C12 comprises naïve CD8A^+^ T cells that share a similar gene expression profile with the two naïve CD4 clusters C2 and C3 (LEF1, SELL, CCR7, TCF7) (**Figures 3A**, **4A**), which are also located closely in the UMAP plot (**Figure 2A**). Furthermore, complement factor B (CFB) was found to be associated with canine TCRαβ^+^ naïve CD4 and CD8A T cells (**Figure 4B**). 

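C12 (755 cells, median 3583 UMIs) had 661 ± 84.8 CPM of LEF1 against 329 ± 187 in all other cells (SD, n = 4), 314 ± 39.9 against 131 ± 43.5 of CCR7 and 463 ± 51.3 against 293 ± 53.8 of TCF7. These are log2 fold changes of 1.14, 1.40 and 0.79, higher in 4 of 4 dogs for each. For LEF1 and CCR7, C12 followed after C2 and C3. These genes named the cluster, and a CD8A UMI was found in 51.7% ± 9.81 of its cells.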

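KLRK1 had 3.86 ± 4.47 CPM in C12, the naive CD8A-dominant cluster, against 117 ± 62.3 in all other cells, a log2 fold change of -4.40, lower in 4 of 4 dogs. A KLRK1 UMI was found in 1.37% ± 1.40 of the C12 cells at a median of 3583 UMIs and in 0.626% of the C2 cells at a median of 3438 UMIs. In C7, at a median of 3558 UMIs, the share was 61.1% ± 10.8.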

Whereas naïve human CD8^+^ T cells express KLRK1 encoding the activating NK receptor NKG2D (45), our data suggest activation-induced transcription in canine CD8^+^ T cells (**Figure 4A**), that is also observed in mice (45).

**Figure 4:**
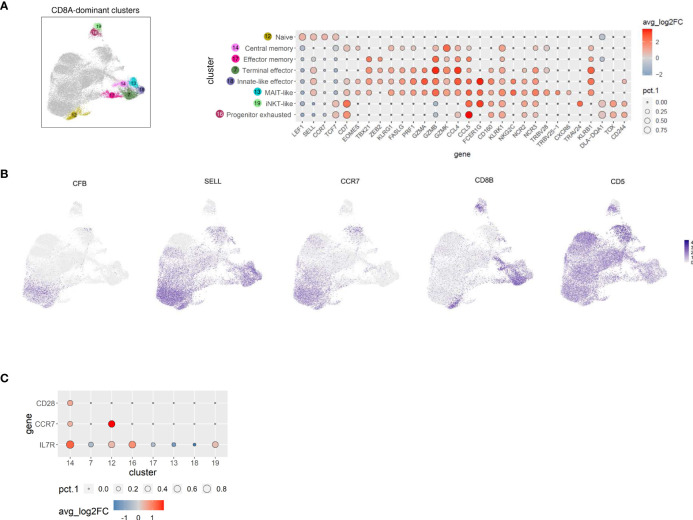
TCRαβ^+^ CD8A-dominant clusters of the dog comprise distinct differentiation states and three innate-like subsets characterized by high expression of FCER1G, including a MAIT-like cell type. **(A)** CD8A-dominant clusters highlighted in UMAP plot were annotated based on expression of T cell subset marker genes shown in Dot plot. The dot size corresponds to the percentage (pct.1) of cells expressing the gene in each CD8A-dominant cluster, the color represents the expression level (average_log2 fold change). Genes were ordered to visualize the differences/similarities between cell types. **(B)** Expression of select genes across all canine TCRαβ^+^ clusters visualized by FeaturePlots **(C)** Direct comparison of C14 with all other CD8A-dominant clusters confirms the assignment to central memory T cells.

Cells in C14, which were characterized by expression of CD7 and EOMES (**Figure 4A**), additionally showed elevated expression of the memory markers IL7R, CCR7, and CD28 when compared with all other CD8A-dominant clusters (**Figure 4C** and **Supplementary Table 5**), reminiscent of a central memory phenotype (46). 

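C14 (290 cells, median 4425 UMIs, with 16, 50, 188 and 36 cells of dogs 1 to 4) took its number by the rule on markers, with 3 of the 5 markers tested raised, and not by its cells per dog. None of CD7, EOMES, IL7R, CCR7 and CD28 was among its top genes by fold, which were GZMK, ENSCAFG00000007461, UCHL1, KLRD1, CD8A, ENSCAFG00000047343, KLRK1, PPFIA2, CCDC167 and AIFM3, and its GZMK level of 2334 CPM was the highest of all rebuilt clusters. Against all other CD8A-dominant clusters together, 227 of 7913 genes differed at an adjusted p under 0.05 (edgeR's quasi-likelihood test), 85 higher and 142 lower in C14, of which 79 and 129 moved the same way in all 4 dogs. With the dog as a block the number was 574. It was 100 without dog 2, 65 without dog 3 and 105 without dog 4, and 246 without dog 1. IL7R had 870.4 ± 271 CPM in C14 and 296 ± 83.4 in the other CD8A-dominant clusters (SD, n = 4), a log2 fold change of 1.70 (SE 0.23, adjusted p = 0.000549 from edgeR), higher in 4 of 4 dogs. CD28 had 116 ± 11.3 against 34.2 ± 7.20 CPM, a log2 fold change of 1.83 (SE 0.18, adjusted p = 3.71e-05 from edgeR), higher in 4 of 4 dogs. CCR7 had 121 ± 77.2 against 65.7 ± 28.9 CPM, a log2 fold change of 1.38 (SE 0.40, adjusted p = 0.0787 from edgeR), higher in 3 of 4 dogs. With the dog as a block the CCR7 change was 1.26 (adjusted p = 3.76e-14 from edgeR), and it also passed without dog 4, without the filter and with the highest doublet scores removed (adjusted p = 0.0258, 0.0354 and 0.0497 from edgeR), whereas without dog 3 the adjusted p was 0.597. CD7 (ENSCAFG00000029286) and EOMES (ENSCAFG00000005510) were 344 ± 81.3 and 60.6 ± 28.4 CPM in C14. Against all other cells their log2 fold changes were 0.78 and 2.03, and against the other CD8A-dominant clusters -0.27 and 0.06, the second of which reversed with the dog as a block and without dog 4. The largest rises among genes that moved the same way in all dogs were UCHL1, ANOS1 and EPAS1, with log2 fold changes of 3.05, 2.36 and 2.32. FCER1G, GZMA and ITGAM had 0 UMIs in the 290 cells, which allows a UMI in up to 1.03% of the cells and 2.29 CPM. In the other CD8A-dominant clusters their levels were 435 ± 157, 255 ± 81.7 and 177 ± 82.6 CPM. Of the 6 genes taken from the paper here, 2 passed over all genes tested and 3 when adjusted over the list alone. The study chose this list on these samples. The paper ties IL7R, CCR7 and CD28 to the comparison with the other CD8A-dominant clusters, but not CD7 and EOMES. CD7, EOMES, IL7R, CCR7 and CD28 named the cluster, which was made from the same counts. From IL7R, CCR7 and CD28 the paper proposes a central memory phenotype.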

Noteworthy, expression of SELL was not restricted to naïve and central memory CD8A clusters, but was also detected in CD8A clusters containing effector cells with high expression of cytotoxic molecules (C7, C13, C18) (**Figures 4A, B**). In contrast, CCR7 expression was found to be specifically associated with the naïve/central memory phenotype in CD8A-dominant clusters (C12, C14) (**Figures 4B, C**).

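CCR7 had 314 ± 39.9 CPM in C12 and 121 ± 77.2 in C14, against 41.8 ± 27.8 in C7, 19.9 ± 4.58 in C16/C19, 8.06 ± 6.09 in C13 and 0.405 ± 0.811 in C18 (SD, n = 4). In C14 the level ranged widely, from 30.5 to 213 CPM in single dogs. Against all other cells the log2 fold changes were -2.22 in C7, -3.87 in C13 and -6.77 in C18, lower in 4 of 4 dogs for each.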

C17 expressed multiple effector transcripts (ZEB2^+^, GZMB^+^, GZMK^+^, CCL4^+^, and CCL5^+^), consistent with effector memory CD8 T cells, while C7 showed a signature of terminally differentiated effector CD8 T cells (ZEB2^+^, KLRG1^+^, PRF1^+^, FASLG^+,^GZMA^+^, GZMB^hi^, GZMK^+^, CCL4^hi^, CCL5^+^) (**Figure 4A**).

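In C7 (2169 cells, median 3558 UMIs), GZMB (ENSCAFG00000025287) had 2542 ± 516 CPM against 162 ± 31.8 in all other cells (SD, n = 4), the highest level of all rebuilt clusters, and CCL4 (ENSCAFG00000018164) had 1669 ± 578 against 119.8 ± 51.0. The log2 fold changes were 3.99 for GZMB, 3.83 for CCL4, 3.66 for ZEB2, 3.46 for GZMA, 3.06 for FASLG, 2.83 for PRF1, 2.39 for GZMK, 2.15 for KLRG1 and 1.44 for CCL5, each higher in 4 of 4 dogs. These genes named the cluster. No cluster of the main clustering was a counterpart of C17. With the 2000 most variable genes a cluster of 73 cells, 71 of them of dog 2, was named C17, and no gene levels are given for it.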

Three innate-like T cell clusters (C13, C18, and C19) characterized by high expression of FCER1G were identified within the CD8A-dominant group (**Figure 4A**). 

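FCER1G (ENSCAFG00000012878) had 1874 ± 531 CPM in C18 (454 cells), 807 ± 541 in C13 (848 cells) and 664 ± 301 in C16/C19 (1043 cells), the highest 3 levels of all rebuilt clusters (SD, n = 4). In the clustering with the 2000 most variable genes, which parts C16 from C19, it was 1298 ± 143 in C19 (476 cells) and 46.9 ± 42.4 in C16. The log2 fold changes against all other cells were 4.91, 3.86 and 4.48 for C18, C13 and C19 of that clustering, with 4 of 4 dogs higher for each. C14 held no FCER1G UMI and C7 had 102 ± 102 CPM. FCER1G was among the markers that named these clusters.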

Reduced expression of CD8B in these clusters (**Figure 4B**) supports their innate-like phenotype as murine and human CD8^+^ innate-like T cells (i.e. MAIT cells, iNKT cells, and γδ T cells) show predominant expression of the CD8αα homodimer, in contrast to conventional T cell populations that are mainly CD8αβ^+^ (47, 48). 

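C13 and C18 had log2 fold changes against all other cells of 2.93 and 3.19 for FASLG (ENSCAFG00000014678), 2.97 and 3.30 for PRF1 (ENSCAFG00000014071), 3.19 and 4.41 for GZMA (ENSCAFG00000006735), 3.06 and 2.51 for GZMB and 1.66 and 1.06 for GZMK, all higher in 4 of 4 dogs. GZMB had 2248 ± 565 CPM in C13 and 1768 ± 233 in C18 (SD, n = 4), and GZMA had 386 ± 182 and 887 ± 249.7. In C19 of the clustering with the 2000 most variable genes, GZMB had 165 ± 43.4 CPM and GZMK 14.8 ± 12.5, and the log2 fold changes of FASLG, PRF1, GZMA, GZMB and GZMK were -1.73, -0.66, -1.32, -1.13 and -3.66, lower in 4 of 4 dogs for FASLG and GZMK, in 3 for GZMA and GZMB and in 2 for PRF1. The genes were markers of C13 and C18.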

The transcription profile of C13 and C18 (but not C19) indicated high cytotoxic potential (FASLG^+^, PRF1^+^, GZMA^+^, GZMB^+^, GZMK^+^) (**Figure 4A**). FCER1G provides necessary activation motifs for several NK receptors, including the natural cytotoxicity receptor 3 (NCR3) (49). However, expression of NCR3 was not restricted to FCER1G^+^ clusters of canine TCRαβ^+^ T cells (C13, C18, and C19) but was also detected in C7 (terminal effector CTL), C14 (central memory CTL), and C16 (progenitor exhausted, see below) (**Figure 4A**), probably due to different signal transduction pathways including FCER1G and/or CD3ζ adaptor molecules (49). Similarly, widespread expression of NCR2 encoding NKp44 was observed among CD8A-dominant clusters (**Figure 4A**). In contrast, NKG2C was only up-regulated in the two CD8^+^ FCER1G^+^ innate-like clusters with high cytotoxic potential (C13 and C18) (**Figure 4A**). 

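NCR3 (ENSCAFG00000030919) had 481 ± 129 CPM in C13, 319 ± 47.3 in C18, 299 ± 92.9 in C7, 159.7 ± 33.8 in C16/C19 and 50.3 ± 15.5 in C14 (SD, n = 4). With the 2000 most variable genes, C19 had 209 ± 65.5 and C16 114 ± 35.5. Against all other cells the log2 fold change was 3.22 in C7 and 1.30 in that C16, higher in 4 of 4 dogs, and 0.20 in C14, higher in 2 of 4 dogs and within its standard error of 0.40. An NCR3 UMI was found in 16.0% ± 5.23 of the C14 cells at a median of 4425 UMIs and in 0.0471% ± 0.0943 of the naive C3 cells at 3511 UMIs, so that NCR3 in C14 was above background.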

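TRBV28 (ENSCAFG00000049082) had 1069 ± 430.4 CPM in C13 against 279 ± 27.7 in all other cells, a log2 fold change of 1.93, higher in 4 of 4 dogs (SD, n = 4). TRBV25-1 (ENSCAFG00000031359) had 353 ± 367 against 64.1 ± 11.8, a log2 fold change of 2.53, higher in 3 of 4 dogs, and its spread between dogs is as large as its mean. CXCR6 (ENSCAFG00000013874) had 82.6 ± 7.25 against 12.7 ± 4.28, a log2 fold change of 2.71, higher in 4 of 4 dogs. In C18 the log2 fold changes were 0.32 for TRBV28, -0.31 for TRBV25-1 and -2.22 for CXCR6. CXCR6 was also high in C11, with 89.5 ± 10.6 CPM, and TRBV25-1 in C7, with 318 ± 231. From these genes the paper proposes that C13 resembles mucosa-associated invariant T cells.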

Besides the similarities as compared to C18, C13 specifically showed upregulated expression of TRBV25-1, TRBV28, and CXCR6 (**Figure 4A**), indicating a mucosa-associated invariant T-cell (MAIT)-like phenotype (50, 51). Of note, V(D)J analysis confirmed a highly restricted T cell receptor repertoire of the MAIT-like cluster C13 (see below). 

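ZEB2 (ENSCAFG00000005497) was highest in C18, with 137 ± 3.70 CPM against 13.7 ± 8.98 in all other cells, a log2 fold change of 3.31, higher in 4 of 4 dogs (SD, n = 4). C18 held 18, 56, 30 and 350 cells of dogs 1 to 4, so that 77.1% of its cells came from dog 4. A CD8A UMI was found in 99.8% of the C18 cells and a CD4 UMI in 0.286%. By the same estimate as in C1, 30.5% of the C18 cells of dog 1 would come from dog 4.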

C18 represents a population of canine CD8^+^ FCER1G^+^ ZEB2^+^ innate-like effector cells (**Figure 4A**). The third FCER1G^+^ innate-like cluster of canine TCRαβ^+^ CD8A^+^ T cells C19 was classified as iNKT-like due to elevated expression of TRAV24 but lack of typical cytotoxic effector molecules (**Figure 4A**). 

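TRAV24 (ENSCAFG00000031739) had 237 ± 139.8 CPM in C16/C19 against 27.6 ± 4.41 in all other cells, a log2 fold change of 3.06, higher in 4 of 4 dogs (SD, n = 4). In C19 of the clustering with the 2000 most variable genes it had 384 ± 340.3 CPM, a log2 fold change of 3.68. C18 reached a similar level of 247 ± 405. In that C19, GZMA had 34.3 ± 45.1 CPM, PRF1 32.8 ± 21.2 and FASLG 8.03 ± 2.30, against 53.1 ± 36.8, 46.2 ± 27.2 and 27.2 ± 16.2 in all other cells, so that the spread between dogs covers the difference for GZMA and PRF1. This clustering was added for C16 and C19 after the data had been seen.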

Down-regulated transcription of CD5 is another specific characteristic of the canine iNKT-like cell type (**Figure 4A**). Furthermore, enhanced expression of the MHC-II-encoding gene DLA-DQA1 as well as absence of KLRB1 expression was detected in cells of this cluster (**Figure 4A**). 

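CD5 (ENSCAFG00000016332) had 73.8 ± 35.5 CPM in C19 of the clustering with the 2000 most variable genes against 381 ± 38.9 in all other cells (SD, n = 4), a log2 fold change of -2.60, lower in 4 of 4 dogs. In C16/C19 of the main clustering the level was 287 ± 54.4 CPM and the log2 fold change -0.49. The lowest level in a main cluster was 117 ± 28.0 in C18.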

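DLA-DQA1 (ENSCAFG00000000812) had 697 ± 104 CPM in the same C19 against 513 ± 132 in all other cells, a log2 fold change of 0.34, higher in 4 of 4 dogs (SD, n = 4). KLRB1 (ENSCAFG00000013612) had 33.3 ± 29.0 against 71.1 ± 56.8 CPM, a log2 fold change of -1.17 with a standard error of 0.85, lower in 3 of 4 dogs. A KLRB1 UMI was found in 8.17% ± 7.19 of its cells at a median of 4805 UMIs, against 0.159% ± 0.202 of the C2 cells at 3438 UMIs, a share above background in the mean, with a spread between dogs almost as large as itself.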

In humans, this iNKT-phenotype is associated with exhaustion and decreased expression of cytotoxic factors (52). Accordingly, canine iNKT-like cells showed an elevated transcription level of TOX (**Figure 4A**), known to promote the generation of exhausted T cells while repressing development of the KLRG1^+^ T effector cell lineage (53–55). 

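TOX (ENSCAFG00000007137) had 321 ± 42.6 CPM in C19 of the clustering with the 2000 most variable genes against 72.9 ± 7.75 in all other cells, a log2 fold change of 2.04, and 279.6 ± 22.5 CPM in C16/C19 of the main clustering, the highest level of its clusters. Both were higher in 4 of 4 dogs (SD, n = 4). TOX was among the markers that named the cluster.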

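C16 and C19 were 1 cluster of 1043 cells in the main clustering. In the clustering with the 2000 most variable genes, C16 held 586 cells with 128 ± 194 CPM of TRAV24, a level that varied between dogs, since its log2 fold change of 1.68 was higher in 2 of 4 dogs and reversed without dog 2. FCER1G was lower than in all other cells in 3 of 4 dogs, with a log2 fold change of -0.92 that reversed without dog 4. TOX had 225 ± 30.2 CPM, TCF7 541 ± 102 and CD244 (ENSCAFG00000012647) 128 ± 10.6, with log2 fold changes of 1.57, 0.76 and 3.38, higher in 4 of 4 dogs (SD, n = 4). The log2 fold changes of the effector genes were -4.06 for GZMK and -1.82 for KLRG1, lower in 4 of 4 dogs, and -1.97 for GZMA, -1.37 for GZMB, -1.22 for FASLG and -0.68 for PRF1, lower in 3 of 4 dogs. ZEB2 did not fall, with 19.7 ± 2.60 against 15.0 ± 10.2 CPM. The other cells include the cytotoxic clusters.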

Cluster C16 differs from the iNKT-like cluster C19 in terms of FCER1G and TRAV24 expression but shows a similar progenitor exhausted T cell profile with upregulated transcription of TOX, TCF7 (encoding the transcription factor TCF-1), and CD244 (encoding the inhibitory receptor 2B4) and downregulated effector genes, including ZEB2, KLRG1, GZMA, GZMB, GZMK, PRF1, and FASLG (53–55). Furthermore, C16 (progenitor exhausted) shows highest expression of CXCR3 among CD8A-dominant clusters and constitutive expression of IFNG (**Figure 3B**; compare **Figure 4A** for cluster location of C16).

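CXCR3 had 74.4 ± 23.0 CPM in C16 of the clustering with the 2000 most variable genes and 53.8 ± 16.2 in C16/C19 of the main clustering (SD, n = 4). Among the CD8A-dominant clusters of the main clustering, C14 had 33.9 ± 7.45, C7 14.3 ± 9.62, C13 5.43 ± 4.13, C12 16.3 ± 2.30 and C18 6.27 ± 5.53, all below C16/C19. Against all other cells the log2 fold change in C16/C19 was 0.06, higher in 2 of 4 dogs and reversed without dog 1 and without dog 4. IFNG had 87.9 ± 56.2 CPM in that C16 against 7.57 ± 5.52 in all other cells, a log2 fold change of 3.12, higher in 4 of 4 dogs.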

Taken together, scRNA-seq revealed new insights into the heterogeneity of canine TCRαβ^+^ T cells and led to the first identification of CD8^+^ FCER1G^+^ innate-like T cell populations in dogs, including a MAIT-like and an innate effector-like cell type, both with high cytotoxic potential as well as an iNKT-like cell type with features of exhaustion.

### 3.4 TCRαβ^+^ CD4/CD8A-mixed clusters of the dog include terminally exhausted and proliferating cells

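PDCD1 (ENSCAFG00000013184) had 101 ± 39.1 CPM in C11 (757 cells, median 3930 UMIs) against 12.0 ± 3.71 in all other cells (SD, n = 4), a log2 fold change of 3.17, higher in 4 of 4 dogs. The next levels were 51.0 ± 17.9 in C7 and 40.7 ± 10.9 in unnamed 12. CD44 had 987 ± 103 against 609 ± 56.9 CPM. PDCD1 and CD44 were the only markers set for C11, so it carries its number but no cell type here. Its leading genes by fold were GZMK, PDCD1, OASL and ISG15.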

Significantly upregulated expression of PDCD1 encoding programmed cell death protein-1 (PD-1) was exclusively found in C11 (**Supplementary Table 2**), representing a CD4/CD8A-mixed cluster (**Figure 2C**). Thus, C11 is likely to comprise canine TCRαβ^+^ terminally exhausted CD4 and CD8 T cells (**Figure 5**). Due to the lack of lineage-defining signature transcripts, C20 was designated “unknown” CD4/CD8A-mixed population. Cells of this cluster express comparatively low levels of naïve markers (LEF1, SELL, TCF7, CCR7) as well as of activation markers (e.g. CD44) (**Figure 5** and **Supplementary Table 2**). Cells in C21 uniquely expressed numerous cell cycle-related genes, such as MKI67, PCLAF, TOP2A, CLSPN, and KIF15, and accordingly C21 contains proliferating TCRαβ^+^ T cells (**Figure 5** and **Supplementary Table 2**).

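C21 (231 cells, median 11401 UMIs) had 1077 ± 154 CPM of MKI67 (ENSCAFG00000013255) against 8.65 ± 1.93 in all other cells (SD, n = 4), 235 ± 54.5 against 1.98 ± 0.362 of TOP2A, 116 ± 12.8 against 0.383 ± 0.0950 of CLSPN and 106 ± 21.7 against 0.991 ± 0.188 of KIF15. Their log2 fold changes were 6.93, 6.83, 8.18 and 6.69, higher in 4 of 4 dogs for each. The next highest MKI67 level was 54.8 ± 11.7 CPM in C6. PCLAF is not paired with a row of the files and is not reported. C21 held 49, 89, 45 and 48 cells of dogs 1 to 4, or 0.691%, 1.05%, 0.555% and 0.582% of each dog's cells. These genes named the cluster.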

**Figure 5:**
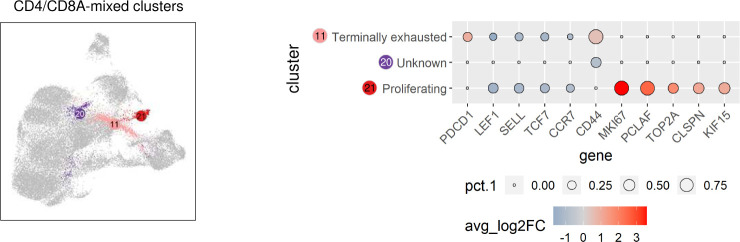
TCRαβ^+^ CD4/CD8A-mixed clusters of the dog include terminally exhausted and proliferating cells. CD4/CD8A-mixed clusters highlighted in UMAP plot were annotated based on expression of signature genes shown in Dot plot. The dot size corresponds to the percentage (pct.1) of cells expressing the gene in each CD4/CD8A-mixed cluster, the color represents the expression level (average_log2 fold change).

### 3.5 Canine iNKT-like cells frequently have more than one TRA rearrangement

The T cell receptor repertoire was characterized for all clusters identified by transcriptome analysis. 

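Receptor sequences were enriched from the barcoded cDNA of the same cells, with 1 library per dog, so that the dog is again the replicate (n = 4). The authors deposited lists of productive rearrangements, each with its cell barcode, V, D and J genes, junction and count of UMIs. The set of V and J genes that the authors' software used is not given in the sources used here. Dogs 1 to 4 had 5992, 6958, 6863 and 6942 cells with a rearrangement and 64782, 91977, 88309 and 96631 UMIs, with a median of 3, 4, 4 and 4 UMIs per TRA and 7, 8, 9 and 9 per TRB rearrangement. Rearrangements were joined to the rebuilt clusters through the dog and the cell barcode. Of 26755 cells, 26266 or 98.2% were joined to a kept cell and 489 were not. Usage, junctions and clonotypes were taken from the 16373 joined cells with 1 TRA and 1 TRB rearrangement. Percentages are given pooled over dogs where the paper pools them, and as mean ± SD over the dogs with at least 20 cells. Cells of a clone are counted each unless said otherwise. All 5 pairs of dogs other than dogs 1 and 4 shared no combination of TRA and TRB nucleotide sequences, whereas dogs 1 and 4 shared 48, carried by 48 cells of dog 1 and 681 of dog 4. Large clones of dog 4 had 1594 cells in dog 4 and 25 in the library of dog 1, and at that rate 1.82% of the cells in dog 1's library would be of dog 4. This would touch the values of dog 1 in C1, C7 and C18 most.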

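There were 47928 rearrangements, 22608 of TRA and 25320 of TRB. Cells with 1 TRA and 1 TRB rearrangement numbered 16603, a mean of 62.0% ± 2.87 over dogs, followed by 5640 cells with TRB alone, 21.2% ± 2.88, and 2337 cells with TRA alone, 8.68% ± 1.72 (SD, n = 4). In dog 1, 25.5% of the cells had TRB alone, against 20.4%, 19.5% and 19.6% in dogs 2 to 4. A further 1273 cells (4.76%) had 2 TRA and 1 TRB, 682 (2.55%) had 1 TRA and 2 TRB and 220 (0.822%) had 2 of each.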

As expected, the majority of cells had one productive TRA and TRB rearrangement each (16,603 cells, 62.1%) followed by cells with either one productive TRB rearrangement only (5,640 cells, 21.1%) or one productive TRA rearrangement only (2,337, 8.7%) (**Supplementary Table 6**). 

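The median share of cells with at least 1 rearrangement was 87.0% over the 20 clusters left after joining the parts of C2 and those of C4, and in 17 of them it reached 75%. The clusters below were C6 (62.4%), C8 (48.3%) and unnamed 12 (30.5%), all with few UMIs per cell. The median share of cells with 1 TRA and 1 TRB was 54.0%. The alternative that moved it most was a minimum of 3 UMIs per rearrangement, with 39.2%, and it ranged from 53.0% to 57.0% without single dogs.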

The medium percentage of cells for which at least one rearrangement could be detected was 87.4% with 17/22 clusters showing TCR rearrangements in at least 75% of cells (**Figure 6**). Some clusters comprised a disproportionate number of cells with more than two rearrangements. In the CD8A-dominant iNKT-like cluster, 26.6% of cells had 2xTRA/1xTRB rearrangements (median percentage across all clusters 3.8%). Furthermore, in the CD4-dominant cluster C15, designated “unknown (b)” (**Figure 3A**), 21.7% of cells had 1xTRA/2xTRB rearrangements (median percentage across all clusters 1.7%) and 9.7% of cells had 2xTRA/2xTRB rearrangements (median percentage across all clusters 0.5%) (**Figure 6**). 

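In C16/C19, 14.1% of 1043 cells had 2 TRA and 1 TRB rearrangements, pooled over dogs, against a median of 3.91% over the clusters. The mean over dogs was 9.97% ± 8.16, and dog 4 had the highest share, 21.3%. In C19 of the clustering with the 2000 most variable genes, 26.3% of 476 cells had 2 TRA and 1 TRB. Of these 125 cells, 100 carried a single TRB rearrangement, TRBV3-1/TRBJ2-1 with the junction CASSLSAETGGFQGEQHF, together with the TRA junctions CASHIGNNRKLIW and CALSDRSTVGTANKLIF. With this clone left out, 7.25% had the pattern. Of the 100 cells, 98 came from dog 4, so that the share describes a clone of 1 dog more than the cluster.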

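No rebuilt cluster was a counterpart of C15. In the main clustering the highest share of cells with 1 TRA and 2 TRB, pooled over dogs, was 5.18% in C16/C19, at a median of 1.98% over the clusters. C18 had 4.85% pooled but a mean of 12.1% ± 20.5 over 3 dogs, against 4.29% ± 3.51 over 4 dogs in C16/C19, since 20 of its 22 such cells came from dog 2, and without dog 4 C18 was the highest with 19.2%. In the main clustering the highest share with 2 of each was 2.62% in C9, at a median of 0.495%. With genes centred within dogs, an alternative added after the data had been seen, an unnumbered cluster of 256 cells reached 14.5% and 7.03%. Of its cells, 83.2% were among those with the highest doublet scores of their dog, a group set at 6% of cells. With the 2000 most variable genes, also added later, C17 had the highest share with 1 TRA and 2 TRB, 19.2% of 73 cells, of which 71 came from dog 2 and 2.74% were among the highest doublet scores.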

For the dog, this is the first indication of dual TCR expression, previously observed in murine and human studies (56).

**Figure 6:**
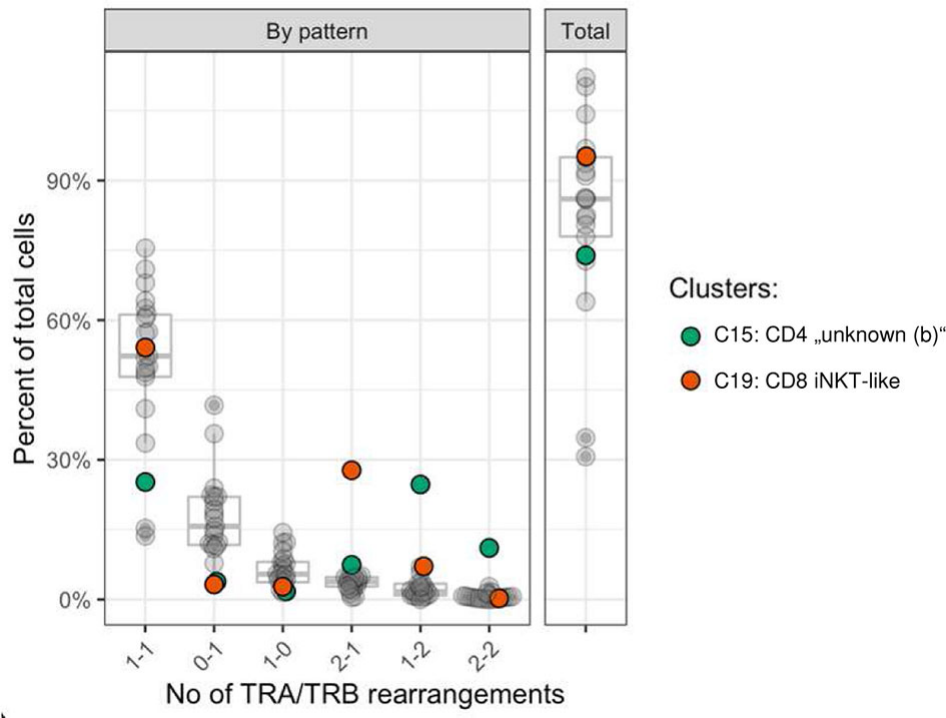
Frequency of TRA/TRB rearrangement patterns per cell stratified by cluster. Most cells had one TRA and one TRB rearrangement (median 52.1%). Cells with 2xTRA/1xTRB rearrangements were more common in the CD8A-dominant iNKT-like cluster (C19, red) and cells with either 1xTRA/2xTRB rearrangements or 2xTRA/2xTRB rearrangements were more common in the CD4-dominant “unknown” (b) cluster (C15, green). x-axis: number of TRA and TRB rearrangements per cell, format: ‘x-y’; x: number of TRA rearrangements; y: number of TRB rearrangements per cell; example: ‘2-1’: cells with 2 TRA rearrangements and 1 TRB rearrangement; y-axis: percent of cells out of all cells.

### 3.6 MAIT-like and iNKT cells have a skewed TRA junctional length

Considering cells with a single TRA and TRB rearrangement each, the junctional length of TRA and TRB rearrangements was normally distributed for most clusters with a median length of 14 and 15 amino acids (aa), respectively (**Figure 7** and **Supplementary Figure 3**). 

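The median junctional length was 14 aa for TRA and 15 aa for TRB, pooled over 16373 cells. In single dogs the medians were 13 to 14 aa for TRA and 14 to 15 aa for TRB. The form of the distributions was not tested.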

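In C13, 88.3% ± 5.17 of the TRA junctions were 16 aa long (SD, n = 4), from 81.5% to 94.0% in single dogs. With each clonotype counted once, which was the alternative that moved the share most, it was 82.1%. In C16/C19, 30.5% of 591 junctions were 13 aa long. In C19 of the clustering with the 2000 most variable genes, 13 aa was the most frequent length, with 45.3% of 232 junctions, but with 67.9% in dog 2, 49.4% in dog 4, 20.0% in dog 1 and 10.4% in dog 3. The excess there thus rested on 2 dogs.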

Clusters with a skewed junctional length were the MAIT-like cluster (C13), which had a markedly restricted TRA junctional length at 16 aa, as well as the iNKT-like cluster (C19) with a dominant TRA junctional length of 13 amino acids (**Figure 7** and **Supplementary Figure 3**). 

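In C13, 38.6% of 622 TRB junctions were 14 aa and 17.7% were 12 aa long, pooled over dogs. In dog 4, 64.1% were 12 aa long, and in dogs 1 to 3, 14 aa was the most frequent length, with 42.4%, 27.8% and 56.2%. By V gene, 77.5% of the TRBV25 junctions had 14 aa and 40.2% of the TRBV28 junctions had 12 aa. A single TRB junction, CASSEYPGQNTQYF, made up 84 of the 622 cells and was found in 1 dog.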

MAIT-like cells had a slight bias toward 12 aa and 14 aa in the TRB repertoire, but overall, the TRB junctional length was less skewed than the TRA junctional length. Since TRA rearrangements are not routinely assessed in dogs, these data provide the first evidence for invariant T cell receptors in dogs.

**Figure 7:**
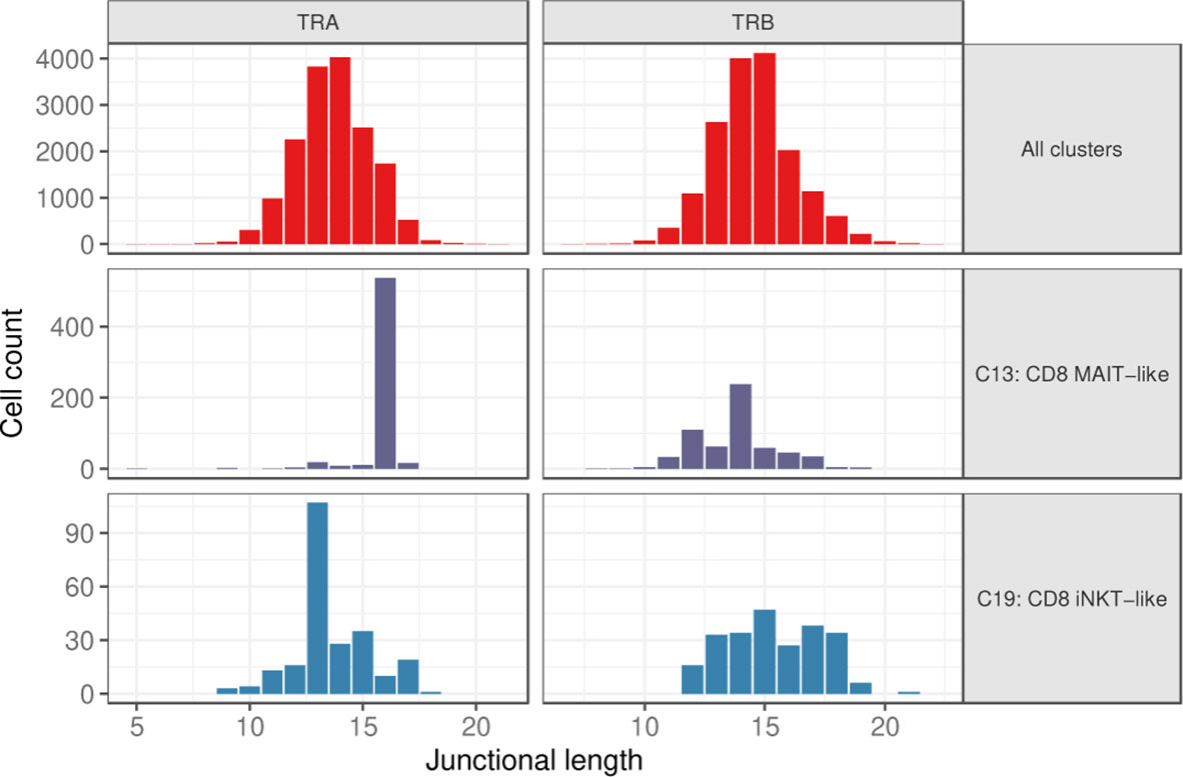
Junctional length of TRA and TRB rearrangements for all clusters combined (top), the MAIT-like cluster (C13) (middle), and the iNKT-like cluster (C19) (bottom).

### 3.7 TRAV9-11 is preferentially used in FCER1G^+^ innate-like CD8A T cell subsets and rearranges almost exclusively to TRAJ28 in MAIT-like cells

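TRAV43-1 had the highest median usage over the 20 rebuilt clusters, 14.0%, followed by TRAV43-4 with 8.77% and TRAV9-6 with 8.48%. Over all 16373 cells, the usage per dog was 15.2% ± 2.07 for TRAV43-1, 10.3% ± 1.38 for TRAV43-4 and 9.47% ± 1.90 for TRAV9-6 (SD, n = 4), so that the order of the last pair rests on little. The highest usage of TRAV43-1 in a cluster was 26.0% in C1.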

The most frequently used TRAV gene families were TRAV43 and TRAV9 with the top 3 TRAV genes having a median percent usage of 14.4% (TRAV43-1), 8.9% (TRAV9-6), and 8.3% (TRAV43-4) across 22 clusters (**Figure 8**). 

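TRAV9-11 was used by 502 of 622 C13 cells, 80.6% ± 2.90 over dogs (SD, n = 4). With each clonotype counted once the usage was 66.6%, the largest move of any alternative. In C18, 62 of 211 cells (29.4%) used it, with a mean of 18.5% ± 18.5 over 3 dogs, from 0 to 37.1%. There was no counterpart of C17 in the main clustering. In the C17 of the clustering with the 2000 most variable genes, a cluster of 73 cells of which 71 came from dog 2, TRAV9-11 was used by 0 of 39 cells (95% interval 0 to 9.03%). In the main clustering, unnamed 12, a shallow cluster with ZEB2 and GZMB among its leading genes, had 26.1% of 119 cells with TRAV9-11. In C7 the usage was 19.2% of 1294 cells, with a mean of 29.6% ± 17.5 over 4 dogs, from 13.8% to 49.2%, so that C18 exceeded C7 in the pooled cells and C7 exceeded C18 in the means over dogs. In C5 it was 16.0%. The median over clusters was 6.71%.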

A clear outlier was TRAV9-11, which was used in 82.5% of MAIT-like cells (C13), 35.4% of innate-like effector cells (C18) and 28.2% of effector memory cells (C17) of the CD8A-dominant group. 

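TRAJ28, TRAJ33 and TRAJ21 had the highest median usage over the rebuilt clusters, with 4.68%, 4.48% and 4.23%. TRAJ52 had rank 6, with 3.81%. The 6 most used TRAJ genes had medians within 1 percentage point of each other.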

The TRAJ usage was generally evenly distributed with the three most frequently used genes TRAJ33, TRAJ52 and TRAJ28 accounting for 4-5% of rearrangements. However, analogous to TRAV genes, MAIT-like cells (C13) showed a strong bias utilizing TRAJ28 in 87.7% of cells.

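TRAJ28 was used by 539 of 622 C13 cells, 86.5% ± 3.91 over dogs (SD, n = 4), from 80.8% to 89.4%. The next highest usage was 16.8% in unnamed 12.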

**Figure 8:**
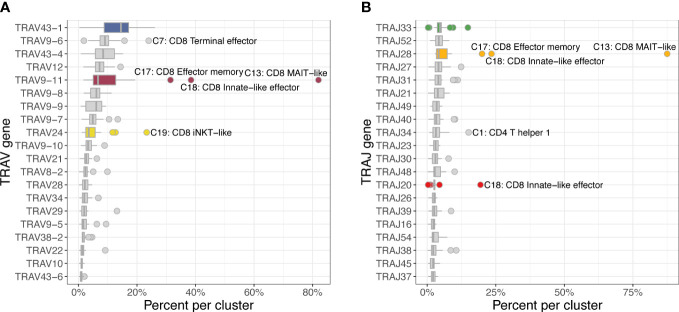
Usage frequencies of the 20 most common TRAV genes **(A)** and TRAJ genes **(B)** showing usage bias for several subsets of the CD8A-dominant group (CD8). TRAV9-11 was more frequently used in MAIT-like cells (C13) and, to a lesser degree, in innate-like effector (C18) and effector memory (C17) cells. TRAJ28 was disproportionally utilized in MAIT-like cells (C13).

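In C13, 498 of 622 cells combined TRAV9-11 with TRAJ28, 80.1% ± 2.82 over dogs (SD, n = 4). The shares were 77.5% in dog 1 (95% interval 70.0 to 83.9), 77.8% in dog 2 (71.0 to 83.7), 82.9% in dog 3 (77.3 to 87.7) and 82.1% in dog 4 (71.7 to 89.8). With each clonotype counted once the share was 65.6%, and among all cells with a TRA rearrangement it was 76.6%. Of the C13 cells with TRAV9-11, 99.2% used TRAJ28. In unnamed 12, the combination was found in 16.0% of cells, and in C7 in 3.17%, with 1.32% to 28.9% in single dogs.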

When assessing V/J pairing, 82.1% of MAIT-like cells (C13) and 21.2% of effector memory cells (C17) of the CD8A-dominant group utilized TRAV9-11 rearranged to TRAJ28 (**Figure 9**). In CD8A innate-like effector cells (C18), the dominant V gene TRAV9-11 also rearranged to TRAJ28 (15.1% of cells) but additionally paired with TRAJ20 at slightly higher frequency (16.8% of cells). 

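In C18, 10 of 211 cells (4.74%) combined TRAV9-11 with TRAJ28 and 45 (21.3%) with TRAJ20. Over the 3 dogs with at least 20 cells, the means were 5.25% ± 5.58 and 9.93% ± 17.2 (SD), and the combination with TRAJ20 was found in dog 4 alone. Of all C18 cells with TRAV9-11, 72.6% used TRAJ20.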

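In C19 of the clustering with the 2000 most variable genes, 60 of 232 cells (25.9%) used TRAV43-1, with 4 different TRAJ genes, of which TRAJ33 made up 53.3%. TRAV24 was used by 56 cells (24.1%), with 14 TRAJ genes, of which TRAJ38 made up 35.7%. In C16/C19 of the main clustering, TRAV24 was used by 95 cells with 15 TRAJ genes and TRAV43-1 by 86 cells with 13.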

In iNKT-like cells (C19), the two dominant V genes TRAV43-1 and TRAV24 rearranged to a variety of different J genes, suggesting a less restricted pairing pattern in this subset.

**Figure 9:**
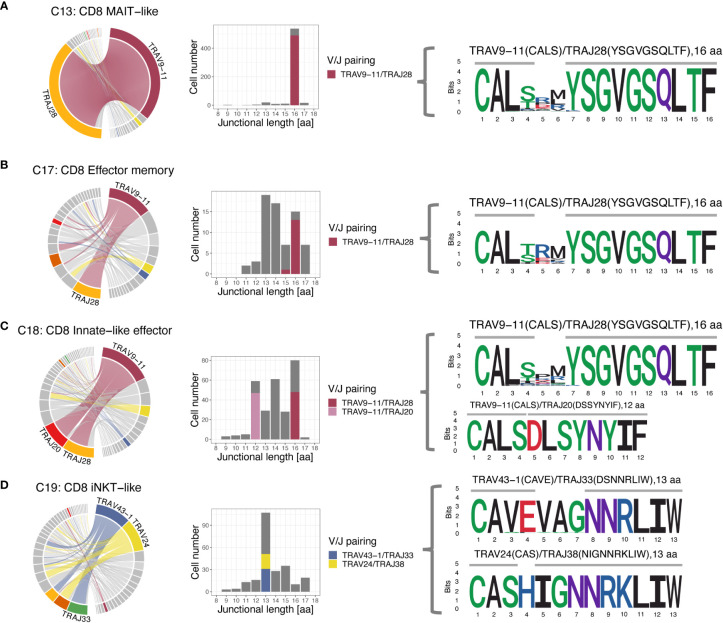
T cell receptor alpha (TRA) V/J pairing (left), junctional length (middle) and junctional sequence (right) of 4 clusters with skewed V/J usage. **(A-C)** The MAIT-like cluster (C13), and to a lesser degree, the effector memory (C17) and innate-like effector (C18) clusters all have a dominant TRAV9-11/TRAJ28 rearrangement with 16 aa junctional length and the CDR3 is mostly germline encoded with two amino acids added. **(C)** The TRAV9-11 gene in the innate-like cluster (C18) additionally rearranges to TRAJ20 with 12 aa junctional length, which is entirely germline encoded and has no added bases. **(D)** The iNKT-like cluster (C19) predominantly uses the V genes TRAV43-1 and TRAV24, which rearrange to a number of different J genes. While 13 aa length sequences dominate, the junctional sequences are more diverse than sequences utilizing TRAV9-11 in the other 3 clusters and show more evidence of deletions and additions. Left column: chord diagram displaying V/J pairing; Middle column: junctional length; dominant V/J pairings are highlighted; Right column: position weight matrix of junctional sequence; horizontal grey bar indicates the extent of the germline variable (right) and joining (left) genes.

### 3.8 FCER1G^+^ innate-like CD8A T cells have variable diversification of TRA junctional regions

Given the disproportionate use of TRAV9-11 in MAIT-like (C13), innate-like effector (C18), and effector memory (C17) cells of the CD8A-dominant group we further explored the junctional sequence in these clusters. 

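Of 564 cells of C13 and C18 with TRAV9-11, 508 (90.1%) had a junction of 16 aa, and 476 of these (93.7%) had CAL at the start and YSGVGSQLTF at the end, with any residues between. Among the 508 junctions, 11, 17 and 14 different residues occurred at positions 4, 5 and 6, with S (60.4%), R (32.9%) and M (43.7%) most frequent. Position 3 was L in 97.6% and position 7 was Y in 96.1%, with 6 and 5 residues, while positions 1, 2 and 8 to 16 did not vary. The junctions with the motif comprised 97 amino acid and 170 nucleotide sequences.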

Most cells had a junctional length of 16 amino acids (568 cells, 92.1%) and, except for amino acid positions 4-6, an invariant junctional sequence with the motif ‘CAL… YSGVGSQLTF’ (**Figure 9**). This was a consistent finding in all 3 examined clusters and, at least for MAIT-like cells (C13), was true for all 4 dogs. 

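The motif was found in 97.4%, 91.2%, 92.9% and 94.4% of the junctions of 16 aa with TRAV9-11 in dogs 1 to 4. In C13 it was found in 467 junctions (93.8%) and in C18 in 9 of 10. C17 had no counterpart in the main clustering, and with the 2000 most variable genes no cell of C17 with 1 TRA and 1 TRB rearrangement used TRAV9-11. The most frequent junction in C13, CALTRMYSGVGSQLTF, was found in 88 cells of 3 dogs.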

Out of the 16 aa positions, 10 were encoded by the J gene, 4 by the V gene, and 2 were added nucleotides. A subset of CD8A-dominant innate-like effector cells (C18) had a junctional length of 12 amino acids (49 cells, 7.7%). 

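In C13 and C18, 45 of the cells with TRAV9-11 (7.98%) had a junction of 12 aa. The junction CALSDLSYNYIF was found in 48 cells with 1 TRA and 1 TRB rearrangement, all of dog 4, of which 45 lay in C18. All 48 cells shared 1 nucleotide junction, and all carried the same TRB rearrangement, TRBV3-1/TRBJ2-3 with the junction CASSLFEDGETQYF. Including cells with other patterns, the number was 49. The paper reasons that cells of 1 dog with a single junction likely reflect an expanded clone. The shared TRB rearrangement had not been used to pick these cells.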

The subset of CD8A-dominant innate effector cells (C18) with a junctional length of 12 amino acids (7.7%) likely reflects a single expanded clone, as it was found only in dog 4, was supported by only 49 cells, and had a single junctional sequence (motif ‘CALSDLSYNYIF’).

### 3.9 TRB repertoire bias is most common in MAIT-like and iNKT-like cells but is less pronounced than in TRA

The 3 most frequently utilized TRBV genes were TRBV16 (14.9%), TRBV7 (11.9%), and TRBV18 (10.2%) (**Figure 10A**). 

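TRBV16, TRBV7 and TRBV18 had the highest median usage over the rebuilt clusters, with 15.2%, 11.0% and 9.28%. Over all cells, their usage per dog was 17.0% ± 1.25, 12.7% ± 0.655 and 9.16% ± 0.0601 (SD, n = 4).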

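In C13, TRBV28 was used by 189 of 622 cells (30.4%) and TRBV25 by 169 (27.2%). The means over dogs were 36.3% ± 22.9 and 22.6% ± 21.7 (SD, n = 4), so that the preference for either gene varied between dogs. In C16/C19, TRBV26 was used by 71 of 591 cells (12.0%), and in C19 of the clustering with the 2000 most variable genes by 26.7% of 232 cells, with a mean of 22.2% ± 28.6 over dogs.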

Clusters with a strongly biased gene usage were the MAIT-like cluster (C13) utilizing TRBV28 in 30.7% and TRBV25 in 30.2% of cells and the iNKT-like cluster (C19) utilizing TRBV26 in 27.9% of cells. 

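TRBJ2-1, TRBJ2-6 and TRBJ1-2 had the highest median usage over the rebuilt clusters, with 15.4%, 15.2% and 11.5%. TRBJ2-1 and TRBJ2-6 thus lay within 1 percentage point.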

Owing to a smaller number of J genes, the median TRBJ gene usage was generally higher than that of TRAJ genes with TRBJ2-6, TRBJ2-1, and TRBJ1-2 used in 15.2%, 14.8%, and 11.1% of clusters, respectively (**Figure 10B**). Cells utilizing a TRBJ2 gene were slightly more abundant than cells using a TRBJ1 gene (44.1% vs. 55.9%). 

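TRBJ2 genes were used by 55.3% and TRBJ1 genes by 44.7% of 16373 cells. TRBJ2 exceeded TRBJ1 in each dog, with 53.1% to 58.7%, and in 18 of 20 clusters.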

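TRBJ2-5 was used by 144 of 622 C13 cells (23.2%), with a mean of 21.7% ± 16.6 over dogs (SD, n = 4). TRBJ2-1 was used by 119 of 591 C16/C19 cells (20.1%, mean 17.9% ± 11.3) and by 28.4% of the cells in C19 of the clustering with the 2000 most variable genes. In C18, TRBJ2-3 was used by 54 of 211 cells (25.6%), of which most belonged to the clone of dog 4.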

Disproportionately used TRBJ genes were TRBJ2-1 in iNKT-like cells (26.1%) and TRBJ2-5 in MAIT-like cells (25.0%). The V/J gene pairing for TRB sequences was a lot less restricted than observed for TRA (**Figure 11**). 

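Within C13, the 169 cells with TRBV25 used 11 TRBJ genes, TRBJ2-5 in 53.8%, and the 189 cells with TRBV28 used 10, TRBJ1-2 in 27.5%, while TRAV9-11 used 3 TRAJ genes. Over all V genes with enough cells in a cluster, the most used J gene took a median of 14.8% for TRA (191 combinations of V gene and cluster) and 23.6% for TRB (183), and more than 50% in 18 and 16 of them. As the paper states, there are fewer TRBJ than TRAJ genes, which raises the share of any single TRBJ gene. These medians therefore do not compare the restriction of pairing between the chains. TRAV9-11 was paired with TRAJ20 in 72.6% of its cells in C18 and with TRAJ31 in 70.5% in C16/C19.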

Any given TRB V gene rearranged to multiple different J genes at similar frequencies.

**Figure 10:**
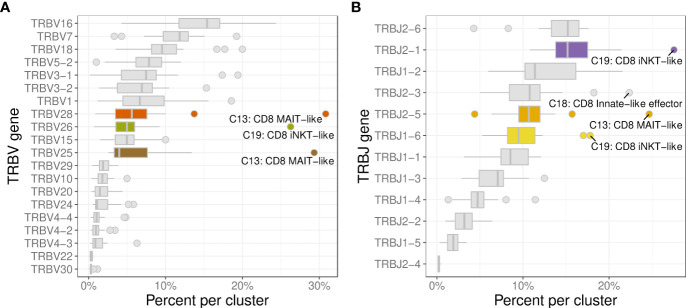
Usage frequencies of the most common TRBV genes **(A)** and TRBJ genes **(B)** showing usage bias for MAIT-like cells (C13), and iNKT-like cells (C19).

**Figure 11:**
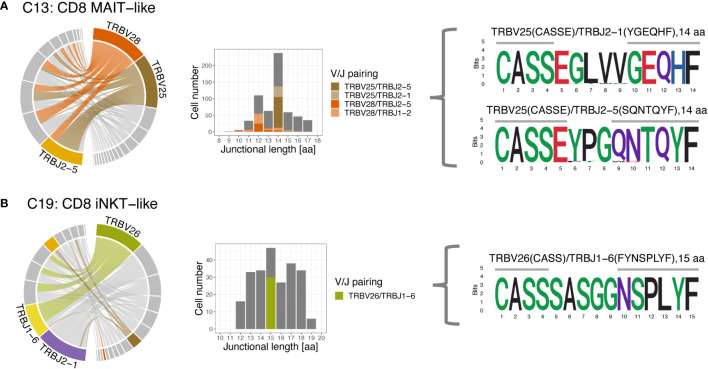
T cell receptor beta (TRB) V/J pairing (left), junctional length (middle) and junctional sequence (right) of two clusters with skewed V/J usage. **(A)** The MAIT-like cluster predominantly uses TRBV25 and TRBV28, which rearrange to a variety of J genes. Rearrangements involving TRBV25 and TRBV28 mostly have a junctional length of 14 and 12 aa, respectively. **(B)** The iNKT-like cluster preferentially uses TRBV26 and rearranges to various J genes. Rearrangements utilizing TRBV26 have variable junctional length; note low coverage for this cluster. Left column: chord diagram displaying V/J pairing; Middle column: junctional length; dominant V/J pairings are highlighted; Right column: position weight matrix of junctional sequence; horizontal grey bar indicates the extent of the germline variable (right) and joining (left) genes.

### 3.10 A MAIT-like dominated TRA supercluster is characterized by large size, high centrality and high publicity

To characterize repertoire overlap across T cell subsets and dogs, we clustered clonotypes with similar amino acid sequence. The TRA repertoire had a lower number of unique junctional sequences (clonotypes) (n=9,542) but a markedly higher number of clusters (n=985) as compared to the TRB repertoire (11,150 clonotypes; 168 clusters) (**Figure 12A**). 

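The 16373 cells carried 10437 distinct TRA and 11165 distinct TRB clonotypes (junction with V gene family and J gene). Clonotypes of the same V family, J gene and length that differed by 1 amino acid were joined, which gave 1058 TRA and 168 TRB clusters of at least 2 clonotypes. These held 43.4% of the TRA and 3.27% of the TRB clonotypes. The alternative that moved the TRA count most was complete linkage, with 1713 TRA and 171 TRB clusters. Without single dogs, the counts ranged from 771 to 876 for TRA and from 86 to 124 for TRB.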

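The largest TRA cluster, of TRAV9 with TRAJ28, held 144 clonotypes and 625 cells of all 4 dogs, and the next largest held 38 clonotypes. Its most connected clonotype, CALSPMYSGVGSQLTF, had 27 neighbours at 1 amino acid, and the median clonotype in it had 6. All its junctions were 16 aa long. With complete linkage, the largest cluster held 11 clonotypes, so its size rests on chains of neighbours.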

For TRA, cluster # 2422 (TRAV9/TRAJ28) stood out because it had the most cells (n=625), the most clonotypes (n=144), the highest centrality and the greatest cluster density (**Figure 12A**). Furthermore, this cluster was predominantly comprised of MAIT-like cells (C13) and, to a lesser degree, innate-like effector cells (C18) of the CD8A-dominant group (**Figure 12B**). In contrast, other dominant clusters consisted of multiple T cell subsets that were mostly of CD4 lineage (data not shown). 

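Of the 625 cells of the TRAV9/TRAJ28 cluster, 507 (81.1%) lay in C13, 43 (6.88%) in C7, 19 (3.04%) in unnamed 12, 14 (2.24%) in C6 and 11 (1.76%) in C18. Related to the size of the clusters, it took up 81.5% of the C13, 16.0% of the unnamed 12, 5.21% of the C18 and 3.32% of the C7 cells with 1 TRA and 1 TRB rearrangement.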

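The largest TRB cluster, of TRBV3 with TRBJ1-2, held 9 clonotypes and 30 cells of 3 dogs. Its most connected clonotype, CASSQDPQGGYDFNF, had 7 neighbours at 1 amino acid. Without dog 2, the largest TRB cluster held 4 clonotypes.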

For TRB, cluster #3273 had the highest centrality and cluster density (**Figure 12A**), however, all metrics were significantly lower than those of TRA cluster # 2422. While 16.5% of TRA clusters were comprised of clonotypes from all 4 dogs, no TRB cluster had sequences from more than 3 dogs (**Figure 12A**). 

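Of the TRA clusters, 178 (16.8%) held clonotypes of all 4 dogs. For TRB, 0 of 168 clusters did. When every cell with a rearrangement was used, 3 of 339 TRB clusters held clonotypes of 4 dogs.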

TRB clusters with clonotypes from 3 dogs only comprised 4.2% of all clusters (**Figure 12A**). 

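Of the TRB clusters, 6 (3.57%) held clonotypes of 3 dogs. With every cell that has a rearrangement, the share was 6.78%. Any cells of dog 4 in the library of dog 1 would add to sharing between these dogs, an effect that was not removed from these numbers.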

When assessing the composition of clusters with respect to T cell subset, cluster #2422 stood out because it was primarily composed of CD8 MAIT-like cells (**Figures 12B, C**). Visualizing clonal relationships using network plots, we found that certain clonotypes occurred in more than one T-cell subset (**Figure 12C**), were unique to one dog or were shared by multiple dogs (**Figure 12D**), and were extremely related with up to 25 sequences that differed by a single amino acid only (**Figure 12E**). 

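Of the 144 clonotypes in the TRAV9/TRAJ28 cluster, 3 were found in all 4 dogs, 12 in 3 dogs, 18 in 2 and 111 in 1, and 29 were found in more than 1 cell cluster. The paper reads the network as closely related clonotypes that are in part private and in part public. Of the 625 cells, 144, 166, 224 and 91 came from dogs 1 to 4.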

The sequence variability was restricted to amino acid positions 4-6 (**Figures 12F, G**). 

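Among the 144 clonotypes, 13, 16 and 15 residues occurred at positions 4, 5 and 6, with the most frequent residue in 50.0%, 20.1% and 30.6% of them. Positions 3 and 7 also varied, with 4 and 9 residues and the most frequent in 91.7% and 88.9%. No other position varied.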

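By the number of shared TRA clonotypes, C1 and unnamed 20 (47), C1 and C4 (45), C5 and C6 (42), C6 and C11 (39) and, with equal numbers, C0 and C3 (33) and C6 and C10 (33) were the leading pairs of rebuilt clusters. Relative to the smaller cluster of each pair, C0 and C3 shared 2.27%, and the highest rank of a pair among C0, C2 and C3 moved from 5 to 73. A clonotype was shared here on its amino acid junction with V family and J gene.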

When comparing repertoire overlap across T cell subsets, we found the greatest overlap between subsets of the CD4-dominant group, specifically T central memory (C0), naïve (a) (C2) and naïve (b) (C3) cells (**Supplementary Figure 4**). 

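C13 shared a mean of 3.32 TRA clonotypes with the other clusters, rank 5 of 20 from the lowest, and 2.34% of the smaller cluster's clonotypes, rank 8 from the lowest. C12 had the lowest number, 1.89, and the lowest share, 0.577%. C13 itself held 188 distinct TRA clonotypes in 622 cells, and shared 10.6% of the smaller cluster's clonotypes with C7.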

The CD8A-dominant MAIT-like subset shared the least overlap with other T cell subsets (**Supplementary Figure 4**), despite harboring the largest cluster (**Figure 12**).

**Figure 12:**
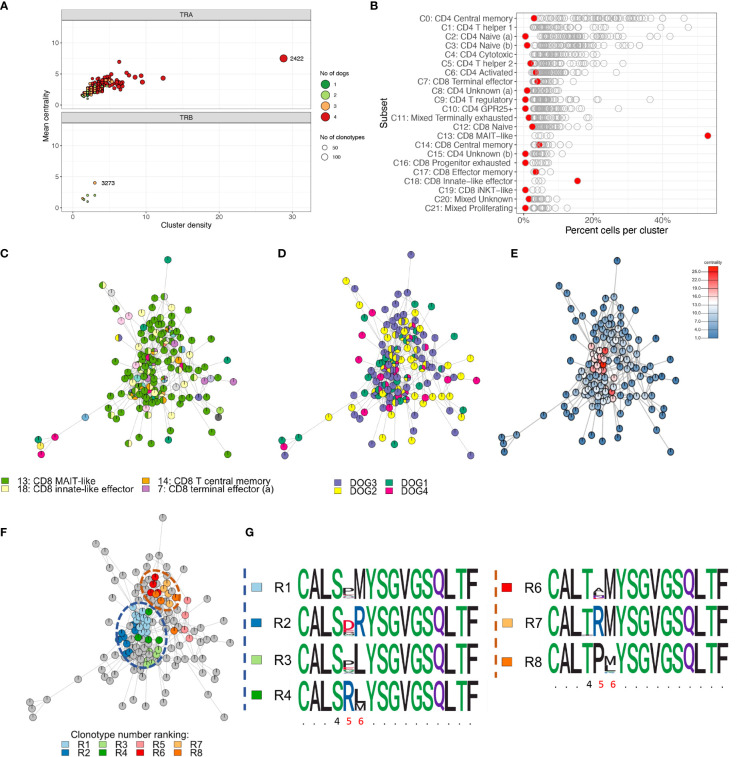
Cluster analysis identifying closely related clonotypes across T cell subsets and dogs. **(A)** Cluster summary. TRA cluster #2422 stands out because it comprises the most unique clonotypes, the highest cluster density and centrality and comprises sequences from all four dogs (top). There are markedly fewer TRB clusters than TRA clusters. TRB clusters contain fewer clonotypes, have a lower cluster density and centrality and comprise sequences from at most three dogs. **(B)** Cluster composition by T cell subset. Each point is one cluster, cluster #2422 is highlighted red. MAIT-like cells (C13) are overrepresented in cluster #2422; iNKT-like cells (C19) are not enriched. **(C-F)** Network plots of ‘relatedness’ of clonotypes in TRA cluster #2422 highlighting different variables of interest. All clonotypes that differ by one amino acid are connected by edges. Pie chart notes depict the relative frequency of values for a given variable. **(C)** T cell subsets. MAIT-like cells (green) are dominant; certain clonotypes are seen in multiple different subsets. **(D)** Dogs. The degree of ‘publicity’ of clonotypes ranges from unique for a given clonotype to shared by all four dogs; **(E)** Centrality. The centrality rank reflects the number of edges for a given node. The high ranking clonotypes in the central areas of the cluster are indicative of a high ‘density’ of closely related sequences; **(F)** Sub-clusters derived by complete linkage (cl) clustering highlighting the most closely related sequences. All clonotypes within a given cl cluster differ by a single amino acid only; the top-ranking cl clusters based on clonotype abundance (rank R1-R8) are colored. **(G)** Dissecting the sequence composition of cl clusters highlighted in **(F)** using position weight matrixes. Two groups of cl clusters (blue and orange dashed circle) are highly variable in positions 5 and 6 and have either a serine (S) (blue group) or threonine (T) (orange circle) in position 4. x-axis: amino acid position, invariable positions are abbreviated with a period, variable positions within a cl cluster are highlighted red.

## 4 Discussion

Given the value of the dog as a model species for various human disorders (including autoimmune diseases, allergy, and cancer), a better understanding of canine T cells could support in-depth mechanistic analyses in these models and might reveal novel targets for immunotherapy. Here, we use 5’ scRNA-seq combined with immune repertoire sequencing to resolve TCRαβ^+^ T cell populations of healthy dogs at an unprecedented resolution. The resulting T cell atlas of canine peripheral blood sheds new light into the diversity of these critical immune cells. Among the 22 annotated clusters were several CD4 and CD8A T cell populations not previously described in dogs. Of note, high expression of FCER1G identified three populations of canine innate-like CD8A^+^ T cells in peripheral blood, showing a MAIT-like, an innate effector-like, and an iNKT-like phenotype, respectively. Expression of FCER1G has been shown to be associated with human innate T cells, comprising MAIT cells, iNKT cells and γδ T cells (57). These cells exhibit innate characteristics during inflammation and infection, such as rapid activation kinetics without prior pathogen exposure, and the capacity for TCR-independent activation by inflammatory cytokines such as IL-12, IL-18, and type I interferons (57–60). Expression of gene products responsible for effector functions such as cytotoxicity and cytokine production is a hallmark of human innate T cells (57). In the current study, high cytotoxic potential was observed in the MAIT-like as well as in the CD8A^+^ innate effector-like cell populations. Of note, innate effector-like T cells may be interesting candidates for novel cancer treatment strategies. Recently, FCER1G^+^ NK1.1^+^ innate-like TCRαβ^+^ T cells with high cytotoxic potential have been identified in murine and human malignancies. Activation of IL-15 signaling in corresponding murine progenitor cells was shown to suppress tumor-growth *in vivo* after adoptive transfer (61). Furthermore, a population of IL-15-induced human circulating NKp30^+^FcϵR1γ^+^ CD8^+^ T cells was described to exhibit high NK-like anti-tumor activity *in vitro* and in a preclinical xenograft mouse model *in vivo* (62). FCER1G-dependent upregulation of NK receptors may potentiate rapid acquisition of effector functions of innate-like T cells in tumor tissues (61). Interestingly, in the present study we found widespread expression of several NK receptors among canine CD8A^+^ T cells, including the FCER1G^+^ populations. Our data provide an important reference for future studies evaluating T cell responses in canine diseases. This also applies, for example, to the newly identified canine TOX^+^TCF7^+^ progenitor-like exhausted T cell population (C16). Exhausted CD8^+^ T cells are the major target of checkpoint blockade in patients with cancer and modulation of TOX, a transcription factor required for epigenetic remodeling and survival of functionally impaired exhausted T cells, has been suggested as a potential target for immunotherapy (63). It needs to be studied, whether TOX^+^ TCF7^+^ progenitor-like exhausted T cells are enriched in tumors of dogs.

The integration of immune repertoire sequencing into the single cell RNA seq workflow enabled the discovery of MAIT-like T cells in dogs. Similar to MAIT cells of other species (64), the newly identified MAIT-like cell population in dogs expresses an invariant TCR-α chain characterized by a distinct TRAV/TRAJ gene usage and a constant junctional length, paired with a TCR-β chain using a limited number of TRBV genes. Interestingly, dogs lack the nonclassical MHC-I-like molecule MR1, which presents microbial riboflavin precursor derivatives to MAIT cells in most mammals, as well as the TRAV1 gene, the canonical TRAV gene used in these cells (64). Instead, canine MAIT-like cells show preferential usage of the TRAV9-11 gene. Thus, the kind of antigens recognized by MAIT-like cells of dogs as well as the mechanism of antigen presentation are exciting questions for future studies.

Similar to MAIT-like cells, canine FCER1G^+^ innate-like iNKT-like cells, showed a biased TRA repertoire with a restricted junctional length but two different dominant V genes, TRAV24 and TRAV43-1. In a previous study, a canine CD3^+^ T cell population reactive to α-galactosylceramide (α-Gal-Cer)-loaded mouse CD1d has been suggested to represent iNKT cells of the dog with homology of the variable and joining regions of the TCRα-chain to both, mouse Vα14-Jα281 and human Vα24-JαQ (65). However, CD1d, the non-classical MHC class-I-related molecule presenting (glyco)lipid antigens to iNKT cells in various species, is likely non-functional in dogs (66, 67). Thus, whether dogs utilize an alternative MHC-I-like molecule than CD1d presenting a distinct set of antigens to the newly identified innate-like iNKT-like population, needs further investigation. In humans, the MHC-II^+^KLRB1^-^ phenotype of iNKT cells is not only associated with decreased expression of cytotoxic molecules, which was also observed in this study for dogs but additionally with a Th1-skewed cytokine profile (52). In future studies, scRNA-seq analysis following stimulation could provide further insights into cytokine-producing capabilities and functional properties of the various TCRαβ^+^ T cell subpopulations of dogs. This is expected to also reveal a cluster of CD4^+^ Th17 cells. In the present study, the master transcription factor of Th17 cells (encoded by RORC), as well as other Th17 cell-related molecules (STAT3, CCR6, RORA, IL23R, IL17A) were not found to be differentially expressed between clusters (data not shown). The combined analysis of transcriptome and immune repertoire of TCRαβ^+^ T cells established in this study can be also used in further experiments to characterize tissue-specific expression of effector and regulatory molecules as well as potentially distinct TCR repertoires of circulating vs. tissue-resident T cells, including Treg cells.

Canine TCRαβ^+^ T cells comprise a fraction of ~15% non-conventional CD4^-^CD8α^-^ double-negative (14) as well as a small fraction of non-conventional CD4^+^CD8α^+^ double-positive T cells (68–70). Double-negative T cells were excluded from analysis in the present study since it was not possible to discriminate between true double-negative T cells and double-negative T cells resulting from drop-out of CD4, a phenomenon already observed previously (5, 13). This could also have resulted in an underestimation of CD4^+^CD8A^+^ dp T cells. Single cell RNA-seq of sorted dn/dp TCRαβ^+^ T cells in future experiments would allow for comparison of gene expression patterns of these non-conventional populations with conventional single-positive T cells. Of note, presence of well-known T helper cell and Treg cell clusters in the CD4-dominant group supports the classification used in the present study.

Taken together, this study contributes to a better understanding of the cellular diversity of peripheral blood TCRαβ^+^ T cells providing a basis to inform translational efforts in the field of immunotherapy.

## Data availability statement

The data presented in the study are deposited in the NCBI GEO repository, accession number GSE218355.

## Ethics statement

The animal study was reviewed and approved by Saxony State Office (Landesdirektion Sachsen) in Leipzig, Germany (approval number: DD24.1-5131/444/30).

## Author contributions

ME, GA, and SK designed experiments and wrote the manuscript. ME and SK performed experiments. PM provided key reagents. HC performed the TCR (TRA, TRB) cluster analysis. All authors contributed to the article and approved the submitted version.

# Supplementary material for: Canine peripheral blood TCRαβ T cell atlas: Identification of diverse subsets including CD8A+ MAIT-like cells by combined single-cell transcriptome and V(D)J repertoire analysis
**Source:** Front Immunol. 2023 Feb 23;14:1123366. doi: 10.3389/fimmu.2023.1123366
**Supplement:** Supplementary file 2

## Slide 1
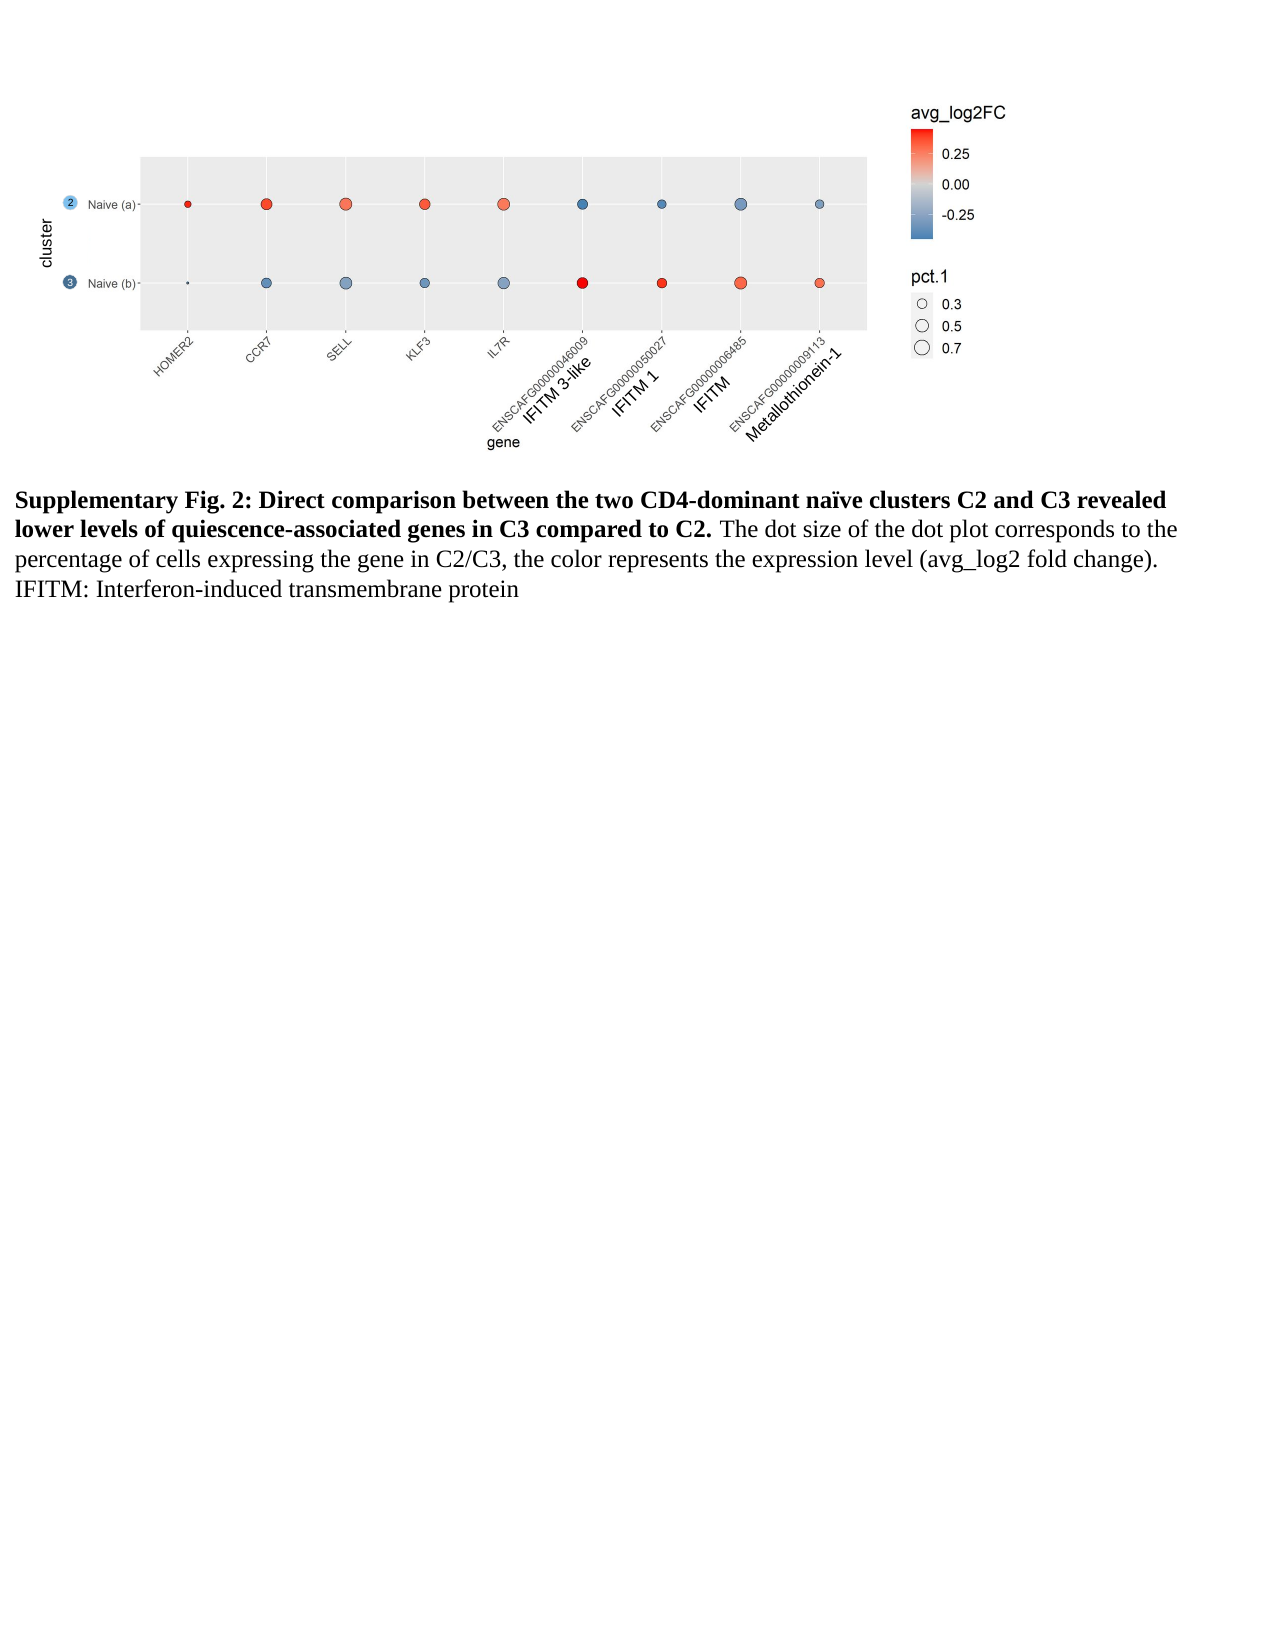

2
cluster
3
Metallothionein-1
IFITM 3-like
IFITM 1
IFITM
Supplementary Fig. 2: Direct comparison between the two CD4-dominant naïve clusters C2 and C3 revealed lower levels of quiescence-associated genes in C3 compared to C2. The dot size of the dot plot corresponds to the percentage of cells expressing the gene in C2/C3, the color represents the expression level (avg_log2 fold change). IFITM: Interferon-induced transmembrane protein

# Supplementary material for: Canine peripheral blood TCRαβ T cell atlas: Identification of diverse subsets including CD8A+ MAIT-like cells by combined single-cell transcriptome and V(D)J repertoire analysis
**Source:** Front Immunol. 2023 Feb 23;14:1123366. doi: 10.3389/fimmu.2023.1123366
**Supplement:** Supplementary file 3

## Slide 1
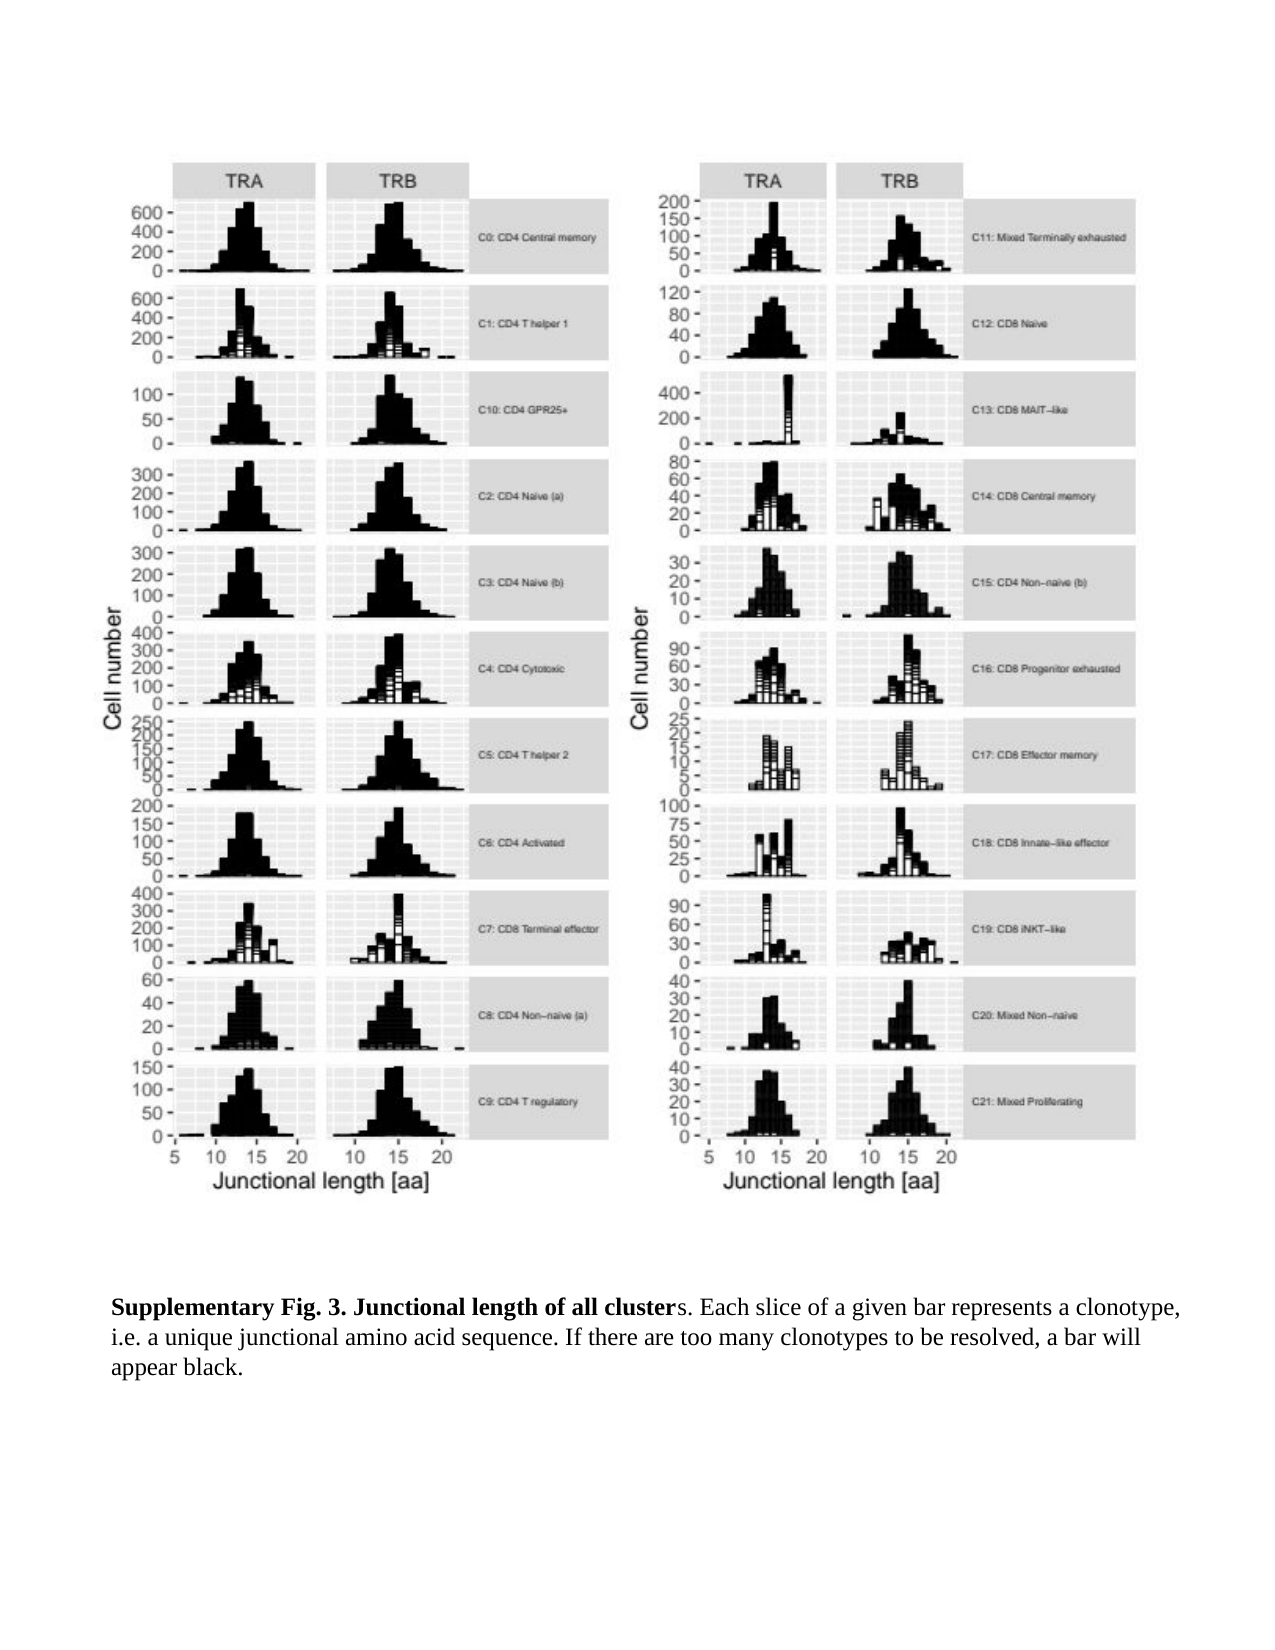

Supplementary Fig. 3. Junctional length of all clusters. Each slice of a given bar represents a clonotype, i.e. a unique junctional amino acid sequence. If there are too many clonotypes to be resolved, a bar will appear black.

# Supplementary material for: Canine peripheral blood TCRαβ T cell atlas: Identification of diverse subsets including CD8A+ MAIT-like cells by combined single-cell transcriptome and V(D)J repertoire analysis
**Source:** Front Immunol. 2023 Feb 23;14:1123366. doi: 10.3389/fimmu.2023.1123366
**Supplement:** Supplementary file 4

## Slide 1
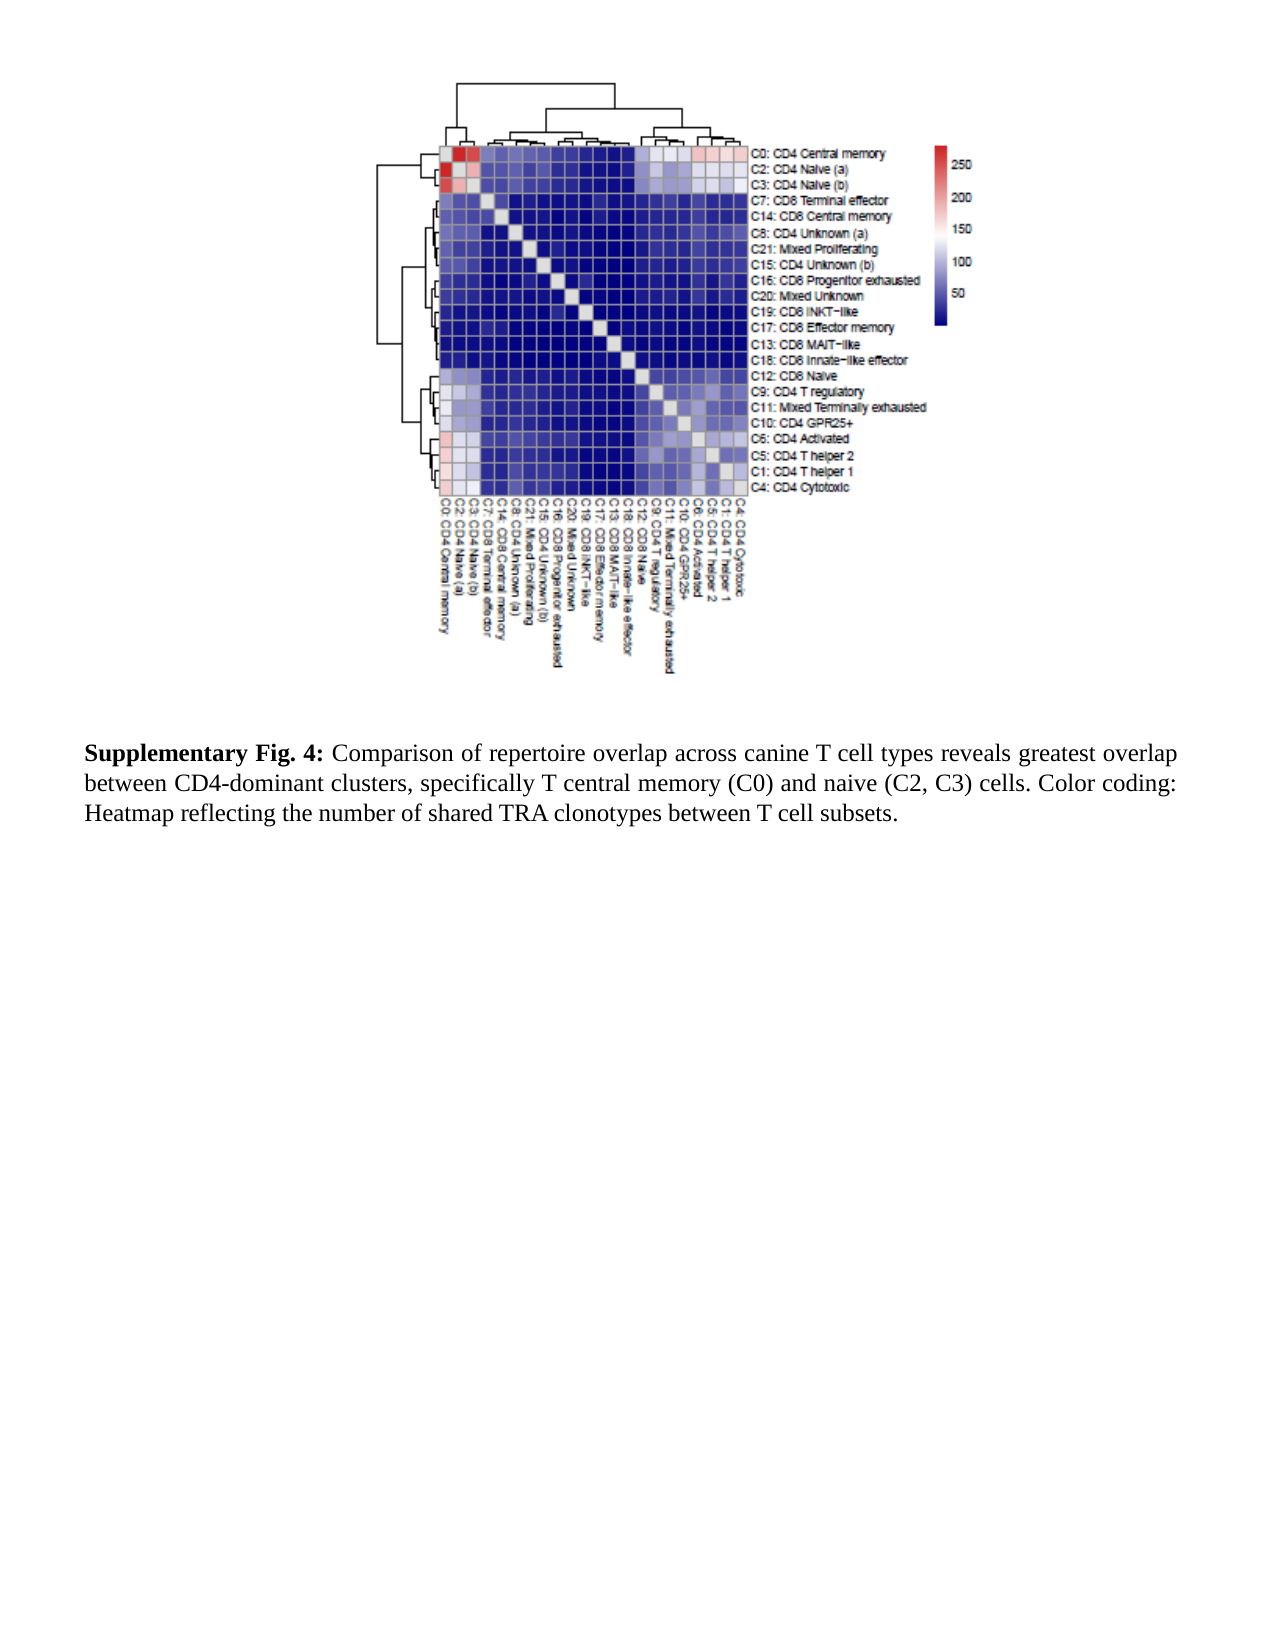

Supplementary Fig. 4: Comparison of repertoire overlap across canine T cell types reveals greatest overlap between CD4-dominant clusters, specifically T central memory (C0) and naive (C2, C3) cells. Color coding: Heatmap reflecting the number of shared TRA clonotypes between T cell subsets.

# Supplementary material for: Canine peripheral blood TCRαβ T cell atlas: Identification of diverse subsets including CD8A+ MAIT-like cells by combined single-cell transcriptome and V(D)J repertoire analysis
**Source:** Front Immunol. 2023 Feb 23;14:1123366. doi: 10.3389/fimmu.2023.1123366

Supplementary Material

**Supplementary Table 1: Primer sequences adapted for amplification of canine T cell receptor alpha (TRA) and T cell receptor beta (TRB) genes.** Primers were designed using the default settings of the Geneious software primer search function (Version 2022.1.1). The reverse primers were designed to reflect the approximate position and biochemical features (Tm) of the primers described in the human and mice Chromium Single Cell V(D)J Reagent kit (version CG000086). To eliminate amplification bias for the TRB locus based on differential usage of the 2 constant region genes, the TRB reverse primer was chosen to target a nucleotide sequence that is shared by both TRB constant region genes. Adequate PCR amplification was verified by visualizing a smear/curve of the expected size on Bioanalyzer traces.

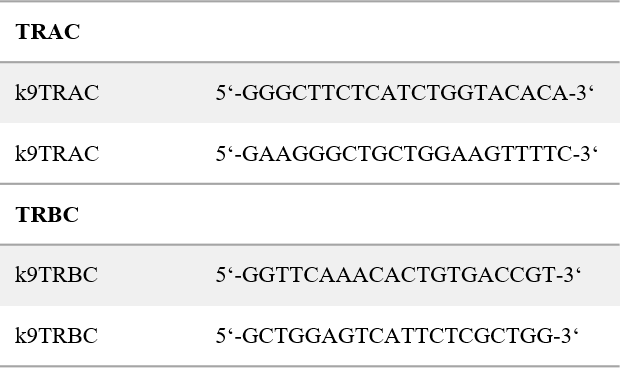

**Supplement:** Supplementary file 5

# Supplementary material for: Canine peripheral blood TCRαβ T cell atlas: Identification of diverse subsets including CD8A+ MAIT-like cells by combined single-cell transcriptome and V(D)J repertoire analysis
**Source:** Front Immunol. 2023 Feb 23;14:1123366. doi: 10.3389/fimmu.2023.1123366
**Supplement:** Supplementary file 10

Supplementary Material

**Supplementary Table 6: Number and percentage of rearrangements per cell stratified by locus**

How the deposited data were processed for this re-analysis (not part of the article)

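Gene expression and T cell receptor sequences were measured in TCRαβ+ T cells sorted from the blood of 4 healthy Beagles, with 4 gene expression libraries and 4 V(D)J libraries, 1 of each per dog. Dog 1 was a female of 5 years, dogs 2 and 3 were males of 7 years and dog 4 was a male of 9 years. The dog was taken as the replicate throughout, so n = 4. Each combination of age and sex occurred in 1 dog apart from the males of 7 years, and neither age nor sex was tested.

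For gene expression, the authors deposited raw UMI counts per gene and cell barcode, made with Cell Ranger from reads aligned to CanFam 3.1, as the paper's methods and the file headers state. The counts had not been normalized, and the barcodes had been restricted to those called as cells. For the receptors, the authors deposited lists of productive rearrangements with V and J genes, junction and counts of UMIs per rearrangement. The set of V and J genes used for these calls is not given in the sources used here. No cell labels were among the files used here, so the clusters had to be rebuilt.

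The 4 libraries held 7428, 8873, 8402 and 8422 barcodes with 26904346, 35661623, 32637367 and 32773374 UMIs for dogs 1 to 4. The gene list of dog 1 had 27980 lines for a matrix of 20257 genes and was not used. The list shared by dogs 2 to 4, which has the right length, was taken in its place. With this list, log row totals of dog 1 correlated with those of dogs 2 to 4 at r = 0.991, 0.990 and 0.989, against -0.00395, -0.00421 and -0.00479 with the lines of its own list. Genes were named by the symbol in the list, and 2021 of them carry an identifier only.

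Genes with a count in at least 3 cells of a dog were kept, in all 13155. Cells with 500 to 20000 UMIs and at most 10% of UMIs from the 13 mitochondrial protein genes were kept, in all 31909, with 7096, 8454, 8109 and 8250 from dogs 1 to 4. The set of mitochondrial genes was settled after the number of cells in the paper had been seen. Kept cells had medians of 3599, 3931, 3795 and 3847 UMIs and 1412, 1562, 1515 and 1571 genes. At this depth the absence of a transcript from a cell says little, and shares of positive cells are given beside median UMIs. For a gene with 0 counts in a group, 3 counts were taken as the limit, which is 0.224 CPM in C4 (2425 cells) and 2.29 CPM in C14 (290 cells).

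Clusters were rebuilt with Seurat 5.3.0 in R 4.3.3 after the paper's methods. Counts were normalized to 10000 UMIs per cell and log-transformed, all genes were scaled with values above 10 set to 10, 50 principal components were computed with irlba 2.3.5.1, and Louvain clustering was run on the shared nearest neighbour graph. Resolution 1.61, which the paper states, gave 26 clusters. The nearest multiple of 0.05 that gave 22 clusters, 1.25, was used as the main clustering. Genes were not centred within dogs in the main clustering, and 5 of its clusters drew more than 80% of their cells from a single dog. Versions with unscaled genes, with genes detected in every dog and with UMIs and the mitochondrial share regressed out were looked at while the rules below were set. None of these is reported.

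Rebuilt clusters were given the paper's numbers in 2 steps. Each was paired with a published cluster by an optimal assignment on the summed difference of log10 cell numbers per dog, from Table 2. That table was available only as a picture and was read by eye to 2 significant digits. An earlier run had used all printed digits and gave the same numbering. The columns of dogs 2 and 3 were exchanged for this step and for the comparison of shares, a choice made after the totals had been seen. The number was kept where the markers of the published cell type were raised. The markers, taken from the paper's text and figures, were fixed in advance, and the rule for applying them was set after the clusters had been seen. At least 60% of the detected markers other than CD4 and CD8A had to have a log2 fold change above 0.2 with 10 CPM added, with a mean of at least 0.4 and at least 3 markers detected. The fold was taken against the other CD4- or CD8A-dominant clusters. Clusters whose cells had a median under 0.4 of their dog's median UMIs were not named. C8 and C6 were numbered by cell numbers alone (summed difference under 0.75), and C11 by PDCD1 and CD44. Clusters that fit a type by markers alone took its number. Of 22 clusters, 17 were named and 20 numbered, which covers 19 of the published numbers with C16 and C19 as 1 cluster. Of the numbers, 10 were kept by cell numbers and markers together, and 6 with the columns as printed. Parts of one published cluster were joined, which left 20 clusters. Since marker genes served for naming, their levels in the named clusters are no independent evidence.

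A cell was positive for a gene with at least 1 UMI. A cluster was CD4- or CD8A-dominant with at least 66% single-positive cells of one kind and at most 25% of the other. Shares were taken among cells with a CD4 or CD8A UMI. The paper's text states limits of 66% and 25% for CD4-dominant clusters, and here they also served for CD8A-dominant ones. Shares are means and SDs over the dogs with at least 20 cells, and shares of a dog's cells carry exact binomial 95% intervals. In comparisons within 4 dogs no two-sided exact sign-flip p can fall under 0.125, so the number of dogs with the direction is given in place of a test. To compare detection at equal depth, cells were thinned to 2000 UMIs, which left out 4749 cells of lower depth (14.9%).

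Doublets were scored with Scrublet in scanpy 1.11.5 for each dog. Its own threshold marked 0 cells, so the 6% of each dog's cells with the highest scores were removed in the alternative named doublets removed. This replacement was chosen after the scores had been seen. No doublets were removed in the main results.

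For tests of genes, UMI counts were summed per dog and group into 8 sums per comparison. These were C2 against C3, C4 against the other CD4-dominant clusters, C14 against the other CD8A-dominant clusters, and each cluster against all other cells for the genes the paper names. edgeR 4.0.16 was used with filterByExpr, TMM normalization and the quasi-likelihood test, without a block for the dog, and p-values were adjusted after Benjamini-Hochberg with a threshold of 0.05. The clusters had been made from the same counts, so these p-values describe the size of a difference against the spread between dogs. The sums are paired, because both groups of a comparison come from the same animal. After removal of group means, correlations between the paired sums of a dog were 0.0908 to 0.130 for C2 and C3, 0.115 to 0.286 for C4 and 0.0959 to 0.183 for C14. The dog as a replicate block was therefore run as an alternative. In C2 against C3 the dogs were also spread unevenly over the groups, so the main fit there holds differences between dogs as well. The median log2 fold change of all genes was -0.01, -0.03 and -0.02 in the 3 comparisons. It moved by more than 0.1 in C14 alone, to 0.10 with DESeq2 and to -0.14 without a filter.

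The tests were tested on simulated data with the means, library sizes and dispersions of each comparison and 200 changed genes. Changes of 1 and 2 on the log2 scale were recovered for 100% and 100% of genes in C2 against C3, 67.3% and 99% for C4, and 57.6% and 93.9% for C14. Of the unchanged genes, 0.546%, 0.145% and 0.120% were called. The simulated sums were drawn independently, without the pairing by dog or the uneven spread of dogs over the groups. These rates therefore need not hold for the real sums, least of all for C2 against C3. Each count of genes was also compared with those from all 35 splits of the 8 sums into equal groups.

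Genes were named by a rule fixed in advance. It takes every gene the paper's results text names for a cluster or comparison, and for each of the 3 comparisons the 3 largest rises and 3 largest falls among genes past the threshold that moved the same way in all 4 dogs, with at most 2 identifiers without a symbol in each direction. The values in Supplementary Tables 2 to 5 and the figures had been seen when this rule was written. Results for 1 gene that falls under the rule are not reported here, although it remains in the counts of named genes. For gene segments, every V or J gene the paper names was taken, and any used by more than 25% of a cluster's cells. For junctions, those the paper names were taken, with the most frequent one of each cluster that the paper singles out. Log2 fold changes in the authors' supplementary tables were also recomputed on the authors' scale, as the log2 ratio of means of normalized values over cells. The copy of Supplementary Table 2 used here was incomplete and held clusters 0 to 9 only.

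The V(D)J lists held 47928 rearrangements of 26755 cells with 341699 UMIs. They were joined by barcode to the cells of the same dog, which placed 26266 cells (98.2%) and left 489 out. Junctional lengths, gene usage and clonotypes were taken from the 16373 joined cells with 1 TRA and 1 TRB rearrangement. Clonotypes of the same V family, J gene and length at a Hamming distance of 1 were joined by single linkage, and groups of at least 2 clonotypes counted as clonotype clusters. The rule for singling out the largest clone of the iNKT-like cells was changed after its value had been seen.

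In all, 60 alternatives had been listed in advance and 14 were added later. They concern the resolution, the number of variable genes, centring of genes within dogs, the mitochondrial limit, receptor genes in the clustering, gene filters, normalization factors, DESeq2 1.42.0 in place of edgeR, the replicate block, doublets, depth, the limits for positive cells and for rearrangements, the counting of clonotypes, linkage, and each dog left out in turn. Added ones are the replacement for Scrublet's calls, cells of at least 2000 UMIs without thinning, genes kept by cells of all dogs together, the order of the columns of Table 2, all V(D)J cells for clonotypes, the resolution that gives 22 clusters, and the use of the other clusterings for further results. Counts and shares were handled with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9. Reads, UMAP coordinates and flow cytometry were not used here.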

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

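The tests chosen after the result had been seen are those on centred genes for C3, C10 and C18, the one on depth of dog 4, the gap of C18 without its largest clones, and those on receptor sequences shared between libraries, while the tests on the difference of dog 1, on expanded clones and on UMIs of the V(D)J library had been written down earlier. In all, 52 sets of values for the 4 dogs were examined for a dog far from the others, by the gap to the nearest dog over the whole range. The critical value of 0.83 is passed by chance in about 1 of 20 sets, so 2.6 were expected, and 4 passed. Age and sex differ between the dogs and stay open as untested biological differences for each pattern.

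C3 held 37.4% of the cells of dog 1 and 1.66%, 0.247% and 0.970% of the cells of dogs 2 to 4, so that the gap of dog 1 was 0.962 of the range. Dog 1 supplied 91.7% of the C3 cells and 52.5% of all cells in C2 and C3. The genes that part C3 from C2 within dogs were also, to a degree, those that part dog 1 from the other dogs in C0, a cluster of another cell type, with r = 0.184 across 4523 genes for dog 1, against -0.0783, -0.110 and 0.0171 for dogs 2 to 4. This is in line with a difference of dog 1 that all its cells carry as part of the cause, technical or biological. When each gene was centred within dogs, the C3 of that clustering still drew 80.3% of its cells from dog 1, and its gap was 0.919. Centring removes a shift that all cells of a dog share, but it also shifts cells of dogs with unlike cell types, so dog effects left in the clustering and a true excess of such cells in dog 1 cannot be told apart on this value, since each dog has 1 library.

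C10 held 9.92% of the cells of dog 4 and 2.18%, 1.74% and 2.36% of the cells of dogs 1 to 3, a gap of 0.925. A few expanded clones are excluded as the cause, since the 3 largest TRB clonotypes made up 2.21% of the C10 cells of dog 4 that had 1 TRB rearrangement, against 5.98%, 6.60% and 7.59% in dogs 1 to 3. The depth of dog 4, with a median of 3847 UMIs per cell, lay between those of the other dogs (3599, 3931 and 3795), which argues against depth. Without receptor genes in the clustering 0% of the C10 cells kept the number and 69.7% lay in C11, and with genes centred within dogs no cluster was named C10. The centred cluster that took the most C10 cells, 42.1% of them, had a gap of 0.465, with 3.62%, 4.83%, 3.48% and 6.00% of the cells of dogs 1 to 4. Differences between dogs left in the clustering and a larger number of such cells in dog 4 cannot be told apart, because that cluster holds only part of the C10 cells and carries another number.

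C18 held 4.24% of the cells of dog 4 and 0.254%, 0.662% and 0.370% of the cells of dogs 1 to 3, a gap of 0.898. Among the C18 cells with 1 TRB rearrangement, the 3 largest TRB clonotypes of dog 4 made up 66.3%. In dogs 1 to 3, the 3 largest of each dog made up 50.0%, 41.7% and 24.1%, so large clones were not limited to dog 4. Without the cells found to carry them, C18 still held 1.93% of the cells of dog 4, against 0.127%, 0.544% and 0.284% in the others, and the gap fell to 0.768, under the critical value, while dog 4 stayed the highest. Expanded clones are therefore a candidate explanation for part of the excess, and whether they account for all of it cannot be told apart from a larger number of other such cells, since cells without a TRB rearrangement could not be assigned to a clone and stayed in these shares, and since 4 dogs are too few to part a gap of this size from chance. The median of 3847 UMIs in dog 4 argues against depth here as it does for C10. With genes centred within dogs, C18 held 0.310%, 1.96%, 1.64% and 4.55%, and the gap fell to 0.610, under the critical value. Dog effects in the clustering are therefore a candidate explanation for the low shares in dogs 2 and 3, while dog 4 stayed the highest.

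In the V(D)J data, 25.5% of the cells of dog 1 had a TRB and no TRA rearrangement, against 20.4%, 19.5% and 19.6% in dogs 2 to 4, a gap of 0.849. Dog 1 also had fewer UMIs per cell in its V(D)J library, 10.8 against 13.2, 12.9 and 13.9. When rearrangements of dogs 2 to 4 were thinned to the UMIs per cell of dog 1, their mean share rose from 19.8% to 21.6%, which closed 30.9% of the gap. Depth is thus consistent with part of the gap. Whether it accounts for all of it cannot be told apart from a difference between the dogs, since the rearrangements listed had already passed the authors' filters and thinning cannot restore those below them.

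The paper does not report receptor sequences shared between dogs at the level of nucleotides. Pairs of TRA and TRB junctions with identical nucleotides and genes were found in dogs 1 and 4, in all 48, carried by 48 cells of dog 1 and 681 cells of dog 4. The 5 other pairs of dogs shared 0. Of 63 clones of dog 4 with at least 10 cells, 20 occurred in the library of dog 1, with 25 cells there against 1594 in dog 4 (1.57%), while 0 of 7 such clones of dog 1 occurred in dog 4. Of the 48 cells of dog 1, 46 were among the kept cells and 36 (78.3%) lay in the cluster that holds most dog 4 cells of the same pair. A candidate explanation is that cells of dog 4 entered the library of dog 1. At the ratio of the large clones, 129 such cells would be expected, 1.82% of the cells of dog 1. They would make up 33.3% of its C1, 30.5% of its C18 and 18.2% of its C7 cells, but 0.0473% of its C3 cells. An exchange of reads between libraries is excluded as the source, since it would keep the cell barcode, and 0 barcodes carried a shared pair in both libraries, although 67 barcodes occurred in both. Relatedness of the dogs was not tested, and the design names no biological explanation for identical nucleotide junctions in both chains. None was tested.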

How the results depend on the processing

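The tests whose result had been seen before they were chosen are the comparisons with other splits of the sums, the cells of at least 2000 UMIs without thinning, the removal of the highest doublet scores, genes kept by cells of all dogs together, all V(D)J cells for clonotypes, the printed order of Table 2, and the use of other clusterings for results for which they had not been listed, such as centred genes for FOXP3 with GATA3 and the 2000 most variable genes for all results but the clusters themselves. The remaining alternatives, the main tests, the markers and the rule for naming genes were set before the data were examined.

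Of 110 values of the main results under an alternative, 79 stayed within the spread between dogs or, for counts, within 1.5 times the main value, and 31 did not. Normalization with RLE factors changed none of 4 counts, the removal of doublets none of 8 values, the clusters without receptor genes none of 5, and the resolutions of 1.2, 1.61 and 2.0 did not move the number of clusters by that factor. Of 2505 values for single genes, clusters and segments, 2233 stayed the same. Among them, 1389 of 1536 values for named genes kept their direction and side of the threshold, 70 fell back over it, 59 rose over it and 18 reversed.

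Of the 3 counts of genes, that for C2 against C3 was the least stable. It was 5 in the main test, 9 with the replicate block, of which 1 was among the 5, 50 without a filter, and 0 with DESeq2, where 66 genes had an unadjusted p under 0.05. It was also 0 of 8112 genes in edgeR on the clusters from centred genes, where 904 had an unadjusted p under 0.05. It ranged from 0 (without dog 1, where edgeR gave 265 genes at an unadjusted p under 0.05) over 3 (without dog 2 or 3) to 26 (without dog 4). Of 35 splits of the sums, 8 gave at least as many genes as the real one, so chance cannot be excluded. The largest count of another split was 29, and among the 8 splits that part every pair of sums the real one alone reached its count.

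For C4 the count of 724 rose to 2246 with the replicate block, which kept all 724, and ranged from 90 (without dog 2) and 141 (without dog 3) to 907 (without dog 4). For C14 the count of 227 rose to 574 with the replicate block, which kept all 227, and was 341 with DESeq2, which shared 215. It ranged from 65 (without dog 3), 100 (without dog 2) and 105 (without dog 4) to 246 (without dog 1). The fit without a dog has fewer sums, and the cause of the differences between dogs was not tested. For both comparisons 1 of 35 splits, the real one, reached its count. The sums are paired by dog, and the other splits that part every pair gave 0 genes in edgeR for C4 and for C14. Splits of this kind, 8 with the real one, are too few for a test of their own. The clusters were also defined on the same counts, so the splits cannot exclude chance. The highest count of another split was 158 for C4 and 5 for C14.

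Cells without CD4 and CD8A were 36.1% of all, 48.8% when thinned to 2000 UMIs, 55.7% with a limit of 2 UMIs and 33.1% in cells of at least 2000 UMIs that were not thinned. Fewer UMIs per cell or a higher limit lower detection by construction, so these shares are limited by depth. The share of C9 cells with FOXP3 and GATA3 was 20.0%, 6.18% after thinning and 31.9% in the C9 of the centred clustering, for which the cause was not tested. C2 exceeded C3 in 2 dogs, and in 1 dog with the 2000 most variable genes. The cause was not tested.

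The median share of cells with 1 TRA and 1 TRB rearrangement was 54.0%. It was 39.2% with at least 3 UMIs per rearrangement, which removes rearrangements by construction, and 53.0% (without dog 3) to 57.0% (without dog 2) with single dogs left out. With each clonotype counted once, which removes the weight of expanded clones, the share of 16 aa junctions in C13 went from 88.3% to 82.1%, the usage of TRAV9-11 from 80.6% to 66.6% and its combination with TRAJ28 from 80.1% to 65.6%. With every cell that has a rearrangement, the last pair of values was 77.0% and 76.6%, and the cause was not tested. Complete linkage gave 1713 TRA clonotype clusters in place of 1058, since it parts chains of neighbours. Divided by the smaller cluster, the best pair among C0, C2 and C3 had rank 73 in place of 5 for shared TRA clonotypes.

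Among the named genes, 18 values changed sign, all of genes that were not past the threshold in the main test. With the replicate block, IL7R in C2 against C3 went from 0.02 to -0.012, EOMES in C14 from 0.06 to -0.055 and FCER1G in C7 from 0.28 to -0.12. FCER1G in C7 was also -0.64 with doublets removed, and EOMES was -0.027 in the centred clustering, where ENSCAFG00000050027 in C2 against C3 went from -0.50 to 0.13. CXCR3 in C16/C19 went from 0.06 to -0.00095 with DESeq2. With single dogs left out, IL7R ranged from -0.11 (without dog 1) to 0.12, ENSCAFG00000009113 in C2 against C3 from -0.82 to 0.13 (without dog 3, main -0.23), EOMES from -0.17 (without dog 4) to 0.45, GZMK in C4 from -0.10 (without dog 4, main 0.40) to 1.02, CCR7 in C14 against all other cells from -0.29 (without dog 3, main 0.29) to 0.63, FCER1G in C7 from -0.71 (without dog 2) to 0.81, TRBV28 in C18 from -0.15 (without dog 3, main 0.32) to 0.59, and CXCR3 in C16/C19 from -0.062 (without dog 1, and also negative without dog 4) to 0.16. In C16 of the clustering with the 2000 most variable genes, FCER1G ranged from -2.38 to 0.041 (without dog 4, main -0.92) and TRAV24 from -1.01 (without dog 2, main 1.68) to 2.54. The cause was not tested for any of these.

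The replicate block left 132 of 167 values for named genes the same, raised 29 over the threshold, lowered 3 below it and reversed 3. DESeq2 left 156 of 167 the same, the missing filter 163 of 167 and RLE factors all 167. With single dogs left out, 965 of 1060 values stayed the same. The clusters from centred genes moved or changed 45 of 141 values, the most of any clustering, and thinning moved 23 of 63. Scrublet's own calls, which had been listed as an alternative, marked 0 cells and gave no value.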

Differences from the paper's values

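The tests that were chosen after the values had been seen are those on the clustering with the 2000 most variable genes, the removal of doublets by the highest scores, the exchange of columns in Table 2 and, for FOXP3 with GATA3, on the clustering with centred genes. Of 105 values that the paper states and that were computed here, 86 lay within the limits for a difference and 19 did not. The limits are wide where the dogs spread widely, so a value within them can still lie far from the paper's. For example, GZMK in C4 had a log2 fold change of 0.82 in the paper and 0.55 here, with an SD of 0.77 between dogs. The values of Table 2 had also served to number the clusters and are no independent check. These comprised 9 of 20 values of Table 2, 4 of 15 log2 fold changes and 6 of 70 other values. The authors' cell labels were not used here, so each value for a cluster describes the rebuilt cluster of that number.

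In C14, 18% of cells with a CD4 or CD8A UMI were double positive in the paper and 1.08% here. Among the alternatives set before the data were examined, thinning gave 0.803% and a limit of 2 UMIs gave 0.375%, and neither came within the limits, nor did the removal of doublets, chosen later, with 0.412%. In C16, 12% were CD4 single positive in the paper, against 6.22% here in C16/C19, a wider group than the paper's. Of the alternatives set before, neither thinning (4.65%) nor the limit of 2 UMIs (4.08%) closed the gap, and the later removal of doublets (5.89%) did not either. In C16 of the clustering with the 2000 most variable genes, chosen after seeing the values, the share was 13.1%.

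FOXP3 and GATA3 were both found in 30% of the C9 cells in the paper and in 20.0% here. Of the alternatives set before, the value lay within the limits without dog 1 (21.2%) and without dog 2 (20.1%), and outside them after thinning (6.18%), without dog 3 (19.4%) and without dog 4 (19.2%). With the highest doublet scores removed it was 21.1%, within the limits, and in the C9 of the clustering with centred genes it was 31.9%, also within them, both alternatives chosen for this share after seeing the values.

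Cells with 2 TRA and 1 TRB rearrangements made up 26.6% of C19 in the paper and 14.1% of the wider C16/C19 here. All alternatives set before stayed outside the limits, with 12.4% for at least 3 UMIs per rearrangement and 15.3%, 17.2%, 14.6% and 5.32% without dogs 1 to 4, as did the later removal of doublets with 14.9%. TRBV26 was used by 27.9% of the C19 cells in the paper and by 12.0% of C16/C19 here. It lay within the limits without dog 1 (14.0%), dog 3 (11.4%) or dog 4 (19.7%), where the spread between dogs was large, and outside them without dog 2 (4.08%), with every cell that has a rearrangement (8.55%), with each clonotype once (4.76%) and in the clusters without receptor genes (12.1%). In C19 of the clustering with the 2000 most variable genes, chosen after seeing the values, these shares were 26.3% and 26.7%. That clustering held 18 of the published cluster numbers, against 19 in the main clustering. In C18, TRAV9-11 with TRAJ28 made up 15.1% in the paper and 4.74% here, and no alternative came within the limits. It was 4.74% with every cell that has a rearrangement, 8.70% with each clonotype once, 4.72% in the clusters without receptor genes and 3.80% to 5.29% with single dogs left out. With the 2000 most variable genes, added later, it was 2.62%.

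Table 2 gives the share of each cluster's cells by dog. It was available only as a picture and its values were read by eye to 2 significant digits. Its columns of dogs 2 and 3 were exchanged, since their totals lay nearest to the kept cells of libraries 3 and 2. Dogs are thus named here by their libraries. With the columns as printed, 11 of 20 values lay outside the limits in place of 9, with C1 in dog 2, C2 in dog 2 and C4 in dog 3 added and C3 in dog 2 no longer among them. The later removal of doublets left each of the following differences in place, while centring genes within dogs, set before, closed those named. For C1 the shares were about 5.5% and about 9.6% in Table 2, read by eye, for dogs 1 and 3, and 2.77% and 3.47% here. Centring gave 4.82% and 8.93%, both within the limits. For C2 they were about 17% and about 9.1% in Table 2, read by eye, for dogs 1 and 4, and 1.53% and 3.36% here. Centring gave 32.9%, which does not lie within the limits, and 9.22%, which does. For C3 they were about 10%, about 6.4% and about 1.8% in Table 2, read by eye, for dogs 2, 3 and 4, and 4.84%, 0.692% and 2.77% here. Centring gave 10.3% and 6.55%, which lie within the limits, and 2.77% in dog 4, which does not. For C4 they were about 6.4% and about 14% in Table 2, read by eye, for dogs 1 and 4, and 1.03% and 4.00% here. Centring gave 5.24% and 12.6%, both within the limits. Centring moved none of the other Table 2 values of C1 to C4 outside the limits.

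Log2 fold changes were compared on the scale of the authors' supplementary tables, the ratio of means over cells. In C2 against C3, HOMER2 had 0.45 in the paper and 0.60 here, also outside the limits with doublets removed (0.60) and with centred genes (0.35). ENSCAFG00000009113 had -0.31 in the paper and -0.068 here, with doublets removed -0.075, outside the limits, and with centred genes -0.11, within them. ENSCAFG00000006485 had -0.33 in the paper and -0.14 here, with doublets removed -0.13, outside the limits, and with centred genes -0.13, within them. For C14, CCR7 had 0.43 in the paper and 0.78 here, with doublets removed 0.85, outside the limits, and with centred genes 0.66, within them. With centred genes, CCR7, IL7R and ENSCAFG00000050027 in C2 against C3 and IL7R and CD28 in C14 fell outside the limits, as did IL7R in C14 with doublets removed.

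The paper tested single cells with a Wilcoxon test, and here sums per dog were tested. Of the genes in the authors' tables, 1 of 53 for C2 against C3, 140 of 271 for C4 and 71 of 109 for C14 also had an adjusted p under 0.05 in edgeR, and 52, 270 and 106 had the same direction. On the authors' scale, r was 0.953, 0.993 and 0.985 across these genes, and with genes centred within dogs it was 0.833, 0.997 and 0.987, where 48 of the 53 genes for C2 against C3 had the direction of the paper. Of the genes the text names, 0 of 9, 2 of 4 and 2 of 6 passed in edgeR, where 331 of 4523 genes had an unadjusted p under 0.05 in C2 against C3 and DESeq2 called 0. HOMER2 passed without a filter (adjusted p = 0.0315) and without dog 4 (adjusted p = 0.00392), with a range over alternatives of edgeR and DESeq2 up to 1.00. For C4, CCR9 passed with the replicate block and without dog 4, and TBX21 with the replicate block, with DESeq2 and without dog 4. For C14, CCR7 passed with the replicate block, without a filter, without dog 4 and with doublets removed. CD7 and EOMES passed in none of the 10 alternatives of the comparison with the other CD8A-dominant clusters. The paper gives them as markers of C14 without tying them to that comparison. Against all other cells, both were higher in C14 here. Over all genes the paper names for a cluster or comparison, 95 of 133 passed in the main test, 120 with the replicate block, 98 with DESeq2, 98 with doublets removed, 95 with RLE factors, 93 without a filter and 104, 81, 82 and 90 without dogs 1 to 4.

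The paper has C2 larger than C3 in every dog but the youngest. Here C2 was larger in dogs 2 and 3, and in dog 4 it held 0.909% and C3 0.970% of the cells. With centred genes and at resolution 1.61, C2 was larger in 3 dogs, and with the 2000 most variable genes, added later, in 1. Cells per dog, not markers, told C3 from C2 here, so their order is no independent check on the paper's. The resolution of 1.61 gave 26 clusters here and 22 in the paper, and 22 clusters were obtained at 1.61 with centred genes. No rebuilt cluster of the main clustering was a counterpart of C15, C17 or C20. With the 2000 most variable genes a cluster of 73 cells, 71 of them of dog 2, was named C17 by its markers. The paper names C17 among the clusters with frequent use of TRAV9-11, and 0 of its 39 cells with 1 TRA and 1 TRB rearrangement used that gene. The rebuilt clusters fell into 12 CD4-dominant, 6 CD8A-dominant and 4 mixed ones, and the paper's grouping has more CD8A-dominant clusters. The paper points to raised mitochondrial transcripts in C8. Here C8 was above the value over all cells, 2.89% against 2.09%, but C6 and the unnamed clusters of few UMIs were higher, and C8 had rank 5.

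The paper lists TRAJ52 among the 3 most used TRAJ genes, and here it had rank 6, with 3.81%, behind TRAJ28, TRAJ33 and TRAJ21, with 4.68%, 4.48% and 4.23%. The paper puts TRBJ2-6 ahead of TRBJ2-1, and here TRBJ2-1 had 15.4% and TRBJ2-6 15.2%. The paper's text calls TRBJ2 the more abundant of the TRBJ groups but prints the smaller number in its place. Here TRBJ2 had 55.3%. The paper places the variable residues of the TRAV9/TRAJ28 cluster at positions 4 to 6, and here positions 3 and 7 also varied, with 4 and 9 residues. It describes the greatest clonotype overlap among C0, C2 and C3. Here C0 and C3 had rank 5 by number of shared TRA clonotypes, a rank shared with C6 and C10, and relative to the smaller cluster the best of these pairs had rank 73. It describes the least overlap for C13, and here C13 had rank 5 of 20 from the lowest by number and rank 8 by share, with C12 the lowest by both.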

Other observations

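The tests chosen after the result had been seen are all those in this part except the ones on UMIs per cell for CD4 and on doublet scores of the iNKT-like cells with 2 TRA rearrangements, which had been written down earlier. The design gives 1 condition, so no biological explanation was tested for these patterns, and age and sex stay open.

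The columns of dogs 2 and 3 in Table 2 may be exchanged relative to the labels of the libraries. Summed over its clusters, the table gives 7055, 8122, 8414 and 8273 cells for dogs 1 to 4 when read to 2 significant digits, and the libraries hold 7096, 8454, 8109 and 8250 kept cells. For dogs 2 and 3 the totals differ by 637 cells as printed and by 53.14 when exchanged, against 63.62 for dogs 1 and 4 as printed. The summed difference of log10 cells between published and rebuilt clusters was 24.4 with the columns exchanged and 25.8 as printed, and it was also lower with the exchange in each of the other 8 clusterings.

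Cells with both CD4 and CD8A may hold many droplets with 2 cells. Of those with a rearrangement, 20.0% ± 3.24 had more than 1 TRB rearrangement, against 3.43% of CD4 and 3.99% of CD8A single-positive cells (means over dogs, SD, n = 4), and 34.8% were among the highest doublet scores, against 6.08% and 5.81%. Their median of 5655 UMIs was also higher than 3955 and 3726. In the clustering with centred genes, 1 cluster gathered double-positive cells with 2 TRB rearrangements, and 83.2% of its cells were among the highest doublet scores.

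In C0, 32.9% of the cells lacked a CD4 UMI, where a Poisson distribution at the depth of each cell gives 24.1%. The excess of 8.79 percentage points was found in 4 of 4 dogs. It was smaller in C1, with 6.37 ± 2.76 points, and in C2, with 3.90 ± 2.60, each in 4 of 4 dogs (SD, n = 4). In C3 it was 4.28 ± 6.05 points, found in 3 of 4 dogs and within the spread between dogs. Few UMIs per cell could account for most of the missing detection. Whether the excess stems from uneven expression or from cells without CD4 cannot be told apart, because a spread of expression between cells also exceeds a Poisson distribution.

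C6 was numbered by its cells per dog, had a median of 1261 UMIs, and 53.8% of its cells had more than 5% mitochondrial UMIs, against 7.73% of all cells. A rearrangement was found in 63.3% of its cells and in 82.3% of all. Damaged or shallow cells are a candidate explanation for this cluster. An unnamed cluster of 987 cells, unnamed 12, with a median of 1467 UMIs, may likewise hold shallow cells of the cytotoxic clusters. Of its 119 cells with 1 TRA and 1 TRB, 48.7% carried a TRA clonotype that occurs in C7, C13 or C18 of the same dog (2127 cells), against 5.04% for C12, C14 and C16/C19 (1255 cells). Sharing was not limited to the cytotoxic clusters, with 20.2% for C6, 16.0% for C8, 14.3% for C4 and 10.1% for unnamed 20. Per 100 cells of the other cluster the share was 7.76% for unnamed 20 and 5.15% for C8, both of few UMIs, above 3.98% for C18, 3.31% for C7 and 2.57% for C13, and C14 also had 2.57%, so that other sources of these cells stay open.

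C13 did not owe its separation to receptor genes with a symbol in the principal components, since 98.8% of its cells lay in the cluster numbered C13 when these genes were left out. Any receptor genes listed by an identifier only stayed in, so the test does not cover them. C16 and C19 were 1 cluster with all genes, and 97.8% of its cells lay in clusters named C16 (52.6%) or C19 (45.2%) with the 2000 most variable genes. Their separation here therefore depended on the number of variable genes. The paper also used all genes, so this number does not explain why C16 and C19 were apart there.

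The junction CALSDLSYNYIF was found in 48 cells with 1 TRA and 1 TRB rearrangement, all of dog 4. Free receptor RNA of 1 cell in many droplets is excluded as its source, since it would spread over clusters by their size, and 93.75% of the 48 cells lay in C18, which holds 4.24% of the cells of dog 4. All of them (100%) shared 1 TRB rearrangement, which is consistent with an expanded clone.

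Of the 125 cells with 2 TRA and 1 TRB rearrangements in C19 of the clustering with the 2000 most variable genes, 0% were among the highest doublet scores, against 5.67% of all C19 cells, which argues against droplets with 2 cells. The most frequent TRB rearrangement was carried by 80% of them, 100 of 125 cells, of which 98 came from dog 4. Without this clone 7.25% of the C19 cells had the pattern. An expanded clone with 2 TRA rearrangements is consistent with these values.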
